# Large scale microfluidic CRISPR screening for increased amylase secretion in yeast†

**DOI:** 10.1039/d3lc00111c

**Published:** 2023-07-24

**Authors:** S. Andreas Johansson, Thierry Dulermo, Cosimo Jann, Justin D. Smith, Anna Pryszlak, Georges Pignede, Daniel Schraivogel, Didier Colavizza, Thomas Desfougères, Christophe Rave, Alexander Farwick, Christoph A. Merten, Kevin R. Roy, Wu Wei, Lars M. Steinmetz

## Abstract

Key to our ability to increase recombinant protein production through secretion is a better understanding of the pathways that interact to translate, process and export mature proteins to the surrounding environment, including the supporting cellular machinery that supplies necessary energy and building blocks. By combining droplet microfluidic screening with large-scale CRISPR libraries that perturb the expression of the majority of coding and non-coding genes in S. *cerevisiae*, we identified 345 genes for which an increase or decrease in gene expression resulted in increased secretion of α-amylase. Our results show that modulating the expression of genes involved in the trafficking of vesicles, endosome to Golgi transport, the phagophore assembly site, the cell cycle and energy supply improve α-amylase secretion. Besides protein-coding genes, we also find multiple long non-coding RNAs enriched in the vicinity of genes associated with endosomal, Golgi and vacuolar processes. We validated our results by overexpressing or deleting selected genes, which resulted in significant improvements in α-amylase secretion. The advantages, in terms of precision and speed, inherent to CRISPR based perturbations, enables iterative testing of new strains for increased protein secretion.

## Introduction

The baker's yeast, *Saccharomyces cerevisiae*, has been extensively used to study the secretory pathway^1^ and autophagy,^2^ with applications in both biotechnology and clinical research. Yeast is used to produce high-value products, including pharmaceuticals, antibiotics, antioxidants, vitamins, and recombinant proteins such as insulins, albumins, and antibodies.^3^ The commercial value of recombinant proteins is predicted to double by 2025,^4^ emphasising the current and long-term potential of yeast and other microorganisms as cell factories. Further improvements in the efficiency and yield of recombinant protein production and secretion, will help to reduce the cost and environmental footprint of this industry. An improved understanding of the processes involved in protein secretion also has implications for the treatment of several human diseases in which misfolding of proteins results in aggregate formation and cellular dysfunction.^5,6^

Proteins destined for secretion in eukaryotic organisms are processed through the ER in which nascent proteins are folded and glycosylated, to the Golgi apparatus for further modifications, and packaged into secretory vesicles for delivery to the plasma membrane. The complexity of these processes involving a large number of components and pathways, coupled with system wide metabolic demands for energy and building blocks, suggest that large-scale screens are most suited for the identification of bottlenecks and targets for improvements. Systematic studies of the effects on protein secretion from gene perturbations are challenging.

The secreted protein of interest must be captured for quantification using a method that is amenable to pooled screening. Several recent studies have used microfluidic platforms to identify oversecretion strains in cell populations perturbed by mutagenesis or RNA interference.^7–9^ However, whole genome sequencing is needed to identify the affected locus or loci in mutagenised cells, while RNAi is limited to repressional interference of gene expression, with implications for the speed and scope of discovery.

Here, we perform a systematic interrogation of the effects of gene activation and repression on α-amylase secretion across more than 7000 genes and ncRNAs in yeast. Using large-scale CRISPRi^10^ (repression) and CRISPRa^11^ (activation) libraries, we systematically probe the effects from perturbations of gene expression on α-amylase secretion. The application of CRISPR/Cas9^12^ in combination with high throughput screening and next-generation sequencing (NGS) allowed us to maintain a near genome-wide scope with single gene precision. We identified an increased expression of genes involved in vesicle trafficking, the late Golgi, including retrograde transport from the endosome, and repression of expression of genes involved in the cell cycle and ribosomal processes as beneficial for increased α-amylase secretion. Our results can be applied for yeast strain engineering, to facilitate protein secretion in biotechnological applications, and to improve our understanding of protein processing and secretion in general.

## Methods

### Selection of guide-RNA and oligo design

A single library of guide RNAs for both CRISPRi and CRISPRa, was designed to target promoter regions of 7032 ORFs, SUTs (stable unannotated transcripts), and CUTs (cryptic unstable transcripts), for simplicity, referred to as genes from here on, based on previously published transcription boundaries in *S. cerevisiae*.^13^ For each gene, we identified all potential guide RNAs (gRNA) with minimal predicted off-target effects from 400-bp upstream to 100-bp downstream of the transcription start site (TSS). If there were less than 6 gRNAs in one gene promoter region, we selected all available. Otherwise, we divided the promoter regions into six 50-bp bins, from 300-bp upstream to the TSS. From each bin, the SpCas9 guide with the highest scoring was selected according to the Azimuth prediction software.^14^ This resulted in a library of 40 890 guides (Table S1†) with an average of approximately six guides per feature. The potential for off-target effects was minimised by blasting the individual guide RNAs against each other, as well as all potential gRNA binding sites (4.7 M in total) throughout the genome and removing any guide with less than three mismatches. Oligos were ordered from Agilent using a design that optimises the number of guides per oligo: each 190 bp oligo contains four individual 20 bp guide-RNA sequences interspersed with spacer sequences containing double type II-S recognition sites, enabling restriction digest and release using BspQI with subsequent removal of the recognition site. Example: TCAGTCGATCGgctcttcaaggAAGATA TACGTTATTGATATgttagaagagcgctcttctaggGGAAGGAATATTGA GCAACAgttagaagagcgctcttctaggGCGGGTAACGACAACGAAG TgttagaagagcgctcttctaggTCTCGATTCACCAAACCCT TgttcgaagagcGCTAGCTCCAT.

### Plasmid vectors and background strain

Two plasmids with backbones previously derived^15^ with nuclease-null dCas9 fused to the tripartite VP64-p65-Rta (VPR) domain^11^ for gene activation or the Mxi1 domain^16^ for gene repression were developed for this project. The active domains together with the dCas9 are expressed using a TEF1 constitutive promoter for continuous production of the resulting fusion protein, while the expression of the gRNA is inducible using a TET-On system upon activation by addition of anhydrotetracycline. Selection for the plasmid was maintained using a *kanMX* cassette. Codon optimised α-amylase (AnAmy6) was successfully integrated into the genome of the *S. cerevisiae*, commercially available Ethanol Red background strain at the HO locus with or without Cas9 assisted cutting of the diploid wild-type allele and made homozygous by subsequent loss of heterozygosity. The cassette was integrated with different promoters using a hygromycin selectable marker in two or more copies as estimated using qPCR.

### Plasmid assembly and cloning

Oligos were PCR-amplified using KAPA HiFi polymerase for 20 cycles and the guides released using BspQI restriction digest overnight in CutSmart buffer at 50 °C, followed by Antarctic phosphatase treatment at 37 °C for 30 min and heat inactivation at 80 °C for 2 min. Subsequent reannealing was performed at room temperature. Plasmid vectors were similarly digested overnight at 50 °C using BspQI, followed by a second digest of the released spacer using AscI for the activation plasmid and NotI-HF for the repression plasmid, and clean-up using a Monarch PCR & DNA cleanup kit (New England Biolabs, MA, USA). DNA inserts encoding guide RNAs (10 ng) were mixed with plasmid vectors (0.5 to 1 μg) and concentrated T4 DNA ligase (2 million units per μl) in T4 DNA ligase buffer and incubated at 25 °C for 1 hour before heat inactivation at 65 °C for 10 min. The ligation product was dialyzed for 25 min on Type-VS Millipore membrane against distilled water. Plasmids were transformed using electroporation at 1.8 or 1.9 kV, 200 Ohm, 25 uF into NEB 10-beta electrocompetent *E. coli* cells following the manufacturer's protocol using 2 μl of ligation product per 25 μl of cells. The cells were spread on LB plates with kanamycin added at 30 μg ml^-1^ and incubated overnight after 1 hour of outgrowth at 37 °C. Following outgrowth, the cells were scraped off the plates into LB on ice and centrifuged to collect the cell pellets. The cloned plasmid libraries were extracted using the QIAGEN Plasmid Maxi kit and stored at -80 °C.

### Yeast transformation and harvesting

The two resulting plasmid libraries (activation or repression) were transformed separately into the background strain using a modified protocol based on Benatuil *et al.^17^* with the addition of 100 μl denatured herring sperm (2 mg ml^-1^) to 400 μl of cells in electroporation reaction buffer to further increase the efficiency. Each reaction contains 400 μl of cells with 5 μg of plasmid libraries. Electroporation was performed 5 at 2.5 kV, 400 ohm, and 25 μF, followed by immediate addition of 1 mL of YPAD and outgrowth for 2 hours at 30 °C at 450 RPM on a shaking heater block. After centrifugation for 2 min at 7000 RPM, the cells were resuspended in 1 M sorbitol and plated on YPAD with sorbitol (1 M) and geneticin (400 μg μl^-1^). The yeast colonies containing the final transformed libraries were collected the next day using a glass cell spreader and the addition of 2 ml of YPAD. The suspended cells were transferred to an Erlenmeyer flask on ice, followed by centrifugation in 50 ml Falcon tubes at 4 °C to pellet the cells. Collected cells were resuspended in 500 μl of YPAD and mixed with 30% glycerol before storage at -80°C. Sequencing of the original assembled and transformed libraries identified a gRNA representation of 72 and 86%, respectively, for the activation and the repression libraries following assembly, and 49 and 69% after retransformation into yeast. The two final yeast libraries with activation or repression plasmid libraries had an average coverage of 3.1 and 4.0 guides per gene (Fig. 1C).

### Microfluidics

The design and manufacturing of PDMS chips and the equipment used for the microfluidic screening is described in Chaipan *et al*. (2017).^18^

### Droplet formation

Yeast cultures with plasmid libraries were inoculated using 50 μl of stock culture in 50 ml of YPAD with geneticin for overnight growth. Cells were collected by centrifugation and washed twice in phosphate-buffered saline (PBS), sonicated for four rounds of 10 seconds on ice, and adjusted to 125 million cells in 5 mL PBS with geneticin (400 μg mL^-1^) to achieve a final cell to droplet ratio of 0.4. Substrate for α-amylase detection from the EnzChek Ultra Amylase assay kit (Invitrogen) was prepared according to manufacturer's instructions and adjusted to 1 mL in PBS before the addition of 4 mL of YPAD and 500 ng μl^-1^ anhydrotetracycline (aTc). The cells with PBS and the substrate in YPAD were loaded on separate 5 ml syringes, with a small bar magnet added to the cell syringe and a 20 μm PES filter added to the substrate syringe. The latter was further covered in aluminium foil to protect the light-sensitive components.

Droplets were generated on a flow focusing droplet generator chip, using flow rates of 400-500 μl per hour for the aqueous phase, and 1100 μl per hour for the oil phase (QX200 Droplet Generation Oil for EvaGreen, Bio-Rad). Once a stable flow had been established, droplets were collected into 1 ml syringes which were then placed on ice and protected from light. The syringes were sealed with parafilm and aluminium foil and stored overnight at 7 °C, then incubated for 6–8 hours at room temperature to allow protein secretion and amylase substrate conversion within the droplets.

### Droplet sorting

The droplets with cells were introduced into the sorting chip at a flow rate of 20 μl per hour and spaced using oil infused at 500 μl per hour. The fluorescence emission of single droplets resulting from excitation using a green laser (488 nm excitation) was measured using a photomultiplier tube. The gain of the signal was increased until individual droplets were resolved. Gating was applied to droplets with the highest fluorescent emission, using a sorting window centred on droplets with an average droplet size as shown in Fig. 1E and adjusted to select the top 2–5% of the total population. Single droplets were sorted by application of 1.5 to 1.7 kV across the electrodes using 3–4 ms pulses of square waves at a frequency of 40 kHz to drive the gated population into a sorting channel.

### Harvesting of cells and plasmid extraction

Collected droplets were mixed with 5–10 μl of the droplet destabilising chemical 1*H*,1*H*,2*H*,2*H*-perfluoro-1-octanol (Sigma) after removal of excess oil and vortexed to break the droplets. The released cells were mixed with a small amount of fresh medium without anhydrotetracycline and streaked on YPAD geneticin plates for overnight growth. Cells were collected from plates in 2 ml of YPAD, pelleted by centrifugation, and processed using a FastPrep vortexing machine with added acid-washed glass beads, followed by plasmid extraction using the QIAprep Spin Miniprep kit (Qiagen).

### Guide-RNA amplification and NGS sequencing

The 20-bp variable guide-RNA region on the extracted plasmids was PCR amplified using Q5 high-fidelity DNA polymerase (NEB) and primers specific to the common flanking regions directly outside the guide-RNA insertion site, with added overhanging sequences resulting in the introduction of 4 to 6-bp barcodes followed by Illumina sequencing adapters on the amplified product. The PCR product from multiple reactions per barcode and sample was mixed and cleaned using Ampure XP beads before sequencing on the Illumina NextSeq500 platform using paired-end 75 nt reads.

### Bioinformatics

Reads were demultiplexed using Je,^19^ aligned using BWA^20^ against padded guide sequences, and finally summarised into a count table using an R script. Statistical analysis was carried out using edgeR.^21,22^ Guide counts were normalised using the RLE method,^22^ with counts from each low and high fluorescence fraction from multiple screens (2 in total for the repression libraries and 4 in total for the activation libraries, each with 2 replicates) treated as replicates (**n** = 4–8). Statistical tests were performed using the glmFit and glmLRT functions which fit generalised linear models and conduct likelihood ratio tests. The Benjamini–Hochberg method^23^ was applied to the *p*-values to control the false discovery rate (FDR). Guides for genes meeting a criteria of [log *FC* > 3, FDR < 0.05] were identified as significantly enriched. The fold coverage for screening was calculated by multiplying the number of screened droplets with the loading efficiency *(λ* = 0.4) and dividing the sum with the original library size.

### Enrichment analysis

The guide with the highest fold-change for an individual gene [log *FC >* 3, FDR < 0.3] was selected as representative and tested for enrichment using R packages gprofiler2^24^ or TopGO^25^ *via* ViSEAGO.^26^ Results from gprofiler2 were FDR corrected for multiple testing errors while TopGO results from Fisher's exact test were instead pruned using the elimination algorithm. Results from both tests with a *p*-value below 0.05 were considered significantly enriched. Gene network analysis was performed using ClueGO^27,28^ and including genes with a log *FC* > 8 from the early activation screen [FDR < 0.1] and the main activation screens [FDR < 0.05], and genes from the repression screens [log **FC** > 3, FDR < 0.15]. Evidence codes from all available sources were used for the statistical testing using a right-sided hypergeometric test with FDR correction (**p**-value < 0.05).

### Validation of α-amylase secretion

PCR-amplified native candidate genes were cloned into plasmid p427-TEF between SpeI and SalI and transformed into the background strain for plasmid-based over-expression. Deletion strains were constructed by golden gate assembly of annealed oligos with gRNA sequences targeting the start and end position of the target gene, into sgRNA expression vector pWS082. The assembled plasmid and Cas9 expression vector pWS173 were linearized using EcoRV or BsmBI and co-transformed with annealed repair fragments, consisting of the joined 60 bp flanking regions of each target gene, which upon successful homology-directed repair, resulted in the deletion of the target gene. The insertion or deletion of the target gene was confirmed by Sanger sequencing. The amount of secreted amylase was measured in cultures grown in YPAD medium after 4, 24 and 48 hours using the Ceralpha method using α-amylase assay kits from Megazyme, Ireland. The relative amount of secreted α-amylase per cell was calculated by dividing the measured amount of secreted α-amylase by the optical density (OD600) as measured during the point of sampling. Baseline expression was measured using the transformed empty vector, or the background strain without gene deletion, for overexpression and deletion strains respectively.

### Statistical analysis

Results reported as significant for the *in vitro* validation are based on the results from the analysis of variance (ANOVA) and the pairwise means from Tukey HSD using the AOV and TukeyHSD functions in R, respectively, together with an interaction model for the two experimental conditions strain and time-point. The normality assumption was tested using the Shapiro–Wilks test, while homogeneity of variances was tested using Levene's or Bartlett's test.

## Results

### A pooled CRISPR/Cas9 screening platform for protein secretion in yeast

We utilised CRISPR with nuclease-null dCas9^29^ to perturb a single gene per cell in a pooled format across the genome, coupled with droplet microfluidic sorting (Fig. 1A) using a previously established, fluorescent α-amylase assay^7,8^ and chip designs.^18^ The commercially available strain Ethanol Red, commonly used to produce bioethanol, was used as the background strain.^30^ We engineered this strain to express α-amylase by insertion of an expression cassette containing the codon-optimised α-amylase gene from *Aspergillus niger* into the HO locus and transformed it with plasmid activation or repression libraries (Fig. 1B and C). The microfluidic system was first used to create droplets containing cells (λ = 0.4) from the transformed protein-secreting strain, together with the fluorescent substrate, growth medium, and anhydrotetracycline (which induces the expression of the guide RNA). These droplets were incubated off chip to accumulate secreted protein, and then reintroduced on a second microfluidic chip for sorting. Degradation of the substrate by secreted amylase relieves quenching of a BODIPY dye conjugate. Single droplets were assayed for secreted α-amylase content, by measuring the fluorescent emission resulting from laser excitation of the unquenched fluorescent dye. Droplets of average size with the 2–5% highest fluorescence signal (Fig. 1D and E) were sorted into a high fluorescence fraction by application of an electrical field, with the remaining droplets passing passively into a low fluorescence fraction. The cells were released from the droplets in fresh medium without anhydrotetracycline and plated out for overnight recovery and outgrowth, followed by PCR amplification of the plasmid guide region. 

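The guide region was sequenced from cells of both fluorescence fractions in an early activation screen, in the main activation screens and in the main repression screens. In the activation libraries the guide directs dCas9, a Cas9 that binds DNA without cutting it, fused to the VPR activator, and in the repression libraries dCas9 fused to the Mxi1 repressor. The main activation screens comprised 4 rounds of sorting and the main repression screens 2 rounds, each with 2 replicates. This gave 8 high and 8 low fluorescence libraries for activation and 4 of each for repression. The authors demultiplexed the reads, aligned them with BWA to padded guide sequences, and deposited the number of reads counted on each of 40890 guides in each library, without normalization. The activation libraries held 205969 to 2382465 reads in the high fraction, with a median of 1471984, and 50433 to 2464879 reads in the low fraction, with a median of 971138.5. The repression libraries held 1842307 to 3346567 reads in the high fraction, with a median of 2939410, and 1603093 to 3359719 in the low fraction, with a median of 2576455.5. From these counts, guides with few reads were removed with edgeR's filterByExpr, the counts were normalised with the RLE method, and the high fraction was compared with the low fraction by glmFit and glmLRT. The filter behind the statistical analysis is not named in the paper's text, and the number of guides tested depends on it. Since reads of PCR amplicons without molecular identifiers are not independent molecules, confidence intervals of read shares cover counting error only. Abundances are given as CPM, the reads of a guide scaled to the total of its library. Fold changes are log2 values of the high over the low fraction, and their standard errors were derived from the likelihood ratio statistic. Directions in single sort replicates are given by share of reads. Shares leave out the RLE factors, which were lower in all high than in all low fraction libraries of a screen, so they tilt against the high fraction, and for tested activation guides the number with the factors applied is given as well. The gene a guide targets was taken from the rows of Table S1 used here, which pair 2278 of the guides with a gene, SUT or CUT. These rows come from lists of the activation screens, so the guides behind the paper's repression calls may have no paired gene here.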

Next generation sequencing of the amplicons allowed us to quantify gRNA abundance, and identify enriched genes, by comparing the guide counts between the fractions.

### Large-scale microfluidic screening reveals regulators of α-amylase secretion

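The early activation screen consisted of 2 high fluorescence libraries with 1880556 and 1137532 reads and 2 low fluorescence libraries with 1883257 and 809772 reads, counted and tested in the same way as the main screens. A total of 3215 guides passed the filter, and 39 of them met log2 FC > 8 and FDR < 0.1, while 681 were depleted at log2 FC < -8 and the same FDR, in edgeR's likelihood ratio test with Benjamini-Hochberg adjustment. The smallest adjusted p was 0.0797 in edgeR's likelihood ratio test with Benjamini-Hochberg adjustment. The guide paired with PDI1 (YCL043C), which encodes protein disulfide isomerase, had 653 reads in the high fraction and 1 read in the low fraction. Its abundance was 210.4 ± 34.0 CPM (SD, n = 2 libraries) in the high fraction and 0.618 ± 0.873 (SD, n = 2) in the low fraction. The log2 fold change was 12.34 (standard error 5.15, adjusted p = 0.0797 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). A guide paired with NMA2 (YGR010W) had 2121 reads in the high fraction, 88.1% of them in replicate 2, and 1 read in the low fraction. For this guide the log2 fold change was 13.18 (standard error 5.24, adjusted p = 0.0797 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). The size of both values depended on the prior count, and with a prior count of 2 they were 10.35 for PDI1 and 10.56 for NMA2. Leaving out a replicate left 1 library against 1. PDI1 was then at 7.46 without replicate 1 and 14.36 without replicate 2, and NMA2 at 13.82 and 11.14. The number of enriched guides was 212 with DESeq2's Wald test, and 0 with edgeR's glmQLFTest, without a filter, with a filter of CPM above 1 in 2 libraries, and with the replicate number as a block. With the block, 59 guides had log2 FC > 8 at an unadjusted p under 0.05, and the log2 fold changes were 11.65 for PDI1 and 13.42 for NMA2. The deviations of same-numbered high and low libraries from the means of their fractions had a correlation of -0.014.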

We assessed the potential of the platform by screening and sorting approximately 800 000 droplets, at a 8-fold coverage of the original library size (Table S1†), which among a smaller number of hits, identified guides targeting *PDI1*, an essential ER gene for which overexpression has previously been shown to increase protein secretion^31^ and *NMA2*, part of the NAD^+^ salvage pathway that protects from proteotoxicity by clearing misfolded proteins, and also acting as a chaperone.^32,33^ Encouraged by the results we scaled the screen to 2 million droplets to achieve a 20-fold library coverage, and pooled the results from multiple replicate screens during the statistical analysis. 

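In the pooled main activation screens, 872 guides were tested that had also been tested in the early screen. Of the 8 early hits among them, taken at log2 FC > 3 and FDR < 0.1, 4 were enriched in the main screens, against 5.41 expected by chance (one-sided Fisher's exact test, p = 0.923). The early screen had 39 hits at these thresholds, and the others were not tested in the main screens. Since 590 of the 872 guides were enriched there, 8 hits left the test little room to show an excess. It cannot tell whether early hits were found again. The PDI1 guide had a log2 fold change of -2.65 in the main screens (standard error 1.51, adjusted p = 0.0941 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment) and a higher share of reads in the high fraction in 2 of 8 sort replicates (3 with the RLE factors). With the sort replicate as a block it was -2.71, and without round 3 its direction reversed, at 1.44. The NMA2 guide had a log2 fold change of 1.51 (standard error 1.46, adjusted p = 0.322 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), and was higher in the high fraction in 2 of 8 sort replicates by share of reads (6 with the RLE factors). In the low fraction, the PDI1 guide had 18232 reads, 85.5% of them in round 3 replicate 1, and the NMA2 guide 134020 reads, 83.7% of them in round 5 replicate 1. The paper states that the early results, with guides for these genes among the hits, encouraged it to scale up the screen.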

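Of the 40890 guides in the library, 1166 (2.85%) had enough reads in the main activation screens to pass filterByExpr, and 13403 (32.8%) in the main repression screens. The number moved most without a filter, when all guides with at least 1 read were kept, to 20411 for activation and 23667 for repression. In the activation screens, 3585 to 5958 guides were detected with at least 1 read in each high fraction library, with a median of 5063.5, and 5128 to 11382 in each low fraction library, with a median of 8273. The corresponding ranges in the repression screens were 6362 to 9937 guides, with a median of 9095, and 18248 to 20701 guides, with a median of 19717. The 10 most abundant guides took between 5.19% and 50.9% of the reads of an activation high fraction library, and between 1.765% and 4.00% of a repression high fraction library. The low fraction libraries were not free of this, with 2.56% to 49.6% in activation and 1.48% to 1.70% in repression. A guide paired with the small nucleolar RNA snR63 alone took 34.5% of the reads of the high fraction in round 4 replicate 2 (95% Wilson interval 34.39% to 34.53%), and a guide paired with BNA7 took 13.4% of the same library (95% Wilson interval 13.34% to 13.43%). The snR63 guide also took 28.8% of the low fraction in round 2 replicate 2. In round 5 replicate 1, a guide paired with TRX3 took 7.43% (95% Wilson interval 7.39% to 7.46%).

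**Figure D1:**
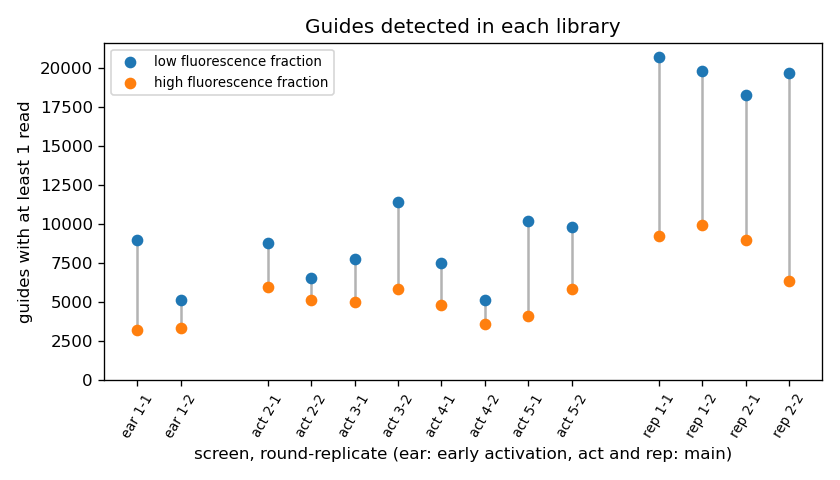
Number of guides with at least 1 read (vertical axis) in the high and low fluorescence libraries of each sort replicate (horizontal axis, named by screen, round and replicate), with a grey line joining both libraries of a sort replicate. Every high fraction point lies under its low fraction point, with 3585 to 5958 guides in the main activation high fraction libraries and 5128 to 11382 in the low fraction libraries.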

The combined results from multiple replicate rounds of screening identified 11 218 guides from the activation screens (Fig. 1F, Table S1†) and 20 561 guides from the repression screens (Fig. 1G, Table S1†) at sufficient coverage to meet the filtering threshold for the statistical analysis; this represents a 27% and 50% coverage of the total guide pool, resulting in a 83% and 97% representation of all genes with 1.6 and 2.9 guides per gene on average for the activation screens or the repression screens, respectively. 

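In the main activation screens, 810 of the 1166 tested guides were enriched at log2 FC > 3 and FDR < 0.05 by edgeR's likelihood ratio test with Benjamini-Hochberg adjustment, and 39 were depleted at log2 FC < -3. The median log2 fold change over all tested activation guides was 4.68, and 81.1% of the values were positive. The typical tested guide thus already lay past the fold change threshold, so passing it does not set a guide apart from the rest. The enriched guides included 482 with a paired gene, SUT or CUT, which targeted 473 of these features, and 150 of the 151 tested guides among the 311 that Table S1 lists as enriched. In the main repression screens, 720 of 13403 guides were enriched and 1812 were depleted. Without a filter the activation count rose to 1650 enriched guides. The replicate block, with the high and low library of a sort replicate compared with each other, moved it most as a ratio, to 13 enriched guides. In the repression screens it left 0 enriched guides, and 10 had log2 FC > 3 at an unadjusted p under 0.05. The deviations of high and low libraries of the same sort replicate had a mean correlation of 0.0522 for activation and 0.0123 for repression. The common dispersion estimated by edgeR was 3.37 and 2.43, respectively. Of the 810 enriched activation guides, 774 (95.6%) had over 50% of their high fraction reads in 1 library, and 446 were higher in the high fraction in at most 50% of the 8 sort replicates with the RLE factors applied (787 by share of reads). A total of 141 enriched activation guides and 429 enriched repression guides had a higher mean normalised count in the high fraction in every round. Such a mean covers 2 replicates, so 1 library can carry a round. With the RLE factors applied, 13 of the 810 activation and 77 of the 720 repression guides were higher in every sort replicate. Of the 720, 645 had more reads in round 2 replicate 2 than in any other high fraction library. Among the 141 activation guides, the largest fold change belonged to a guide paired with DML1 (YMR211W), with a log2 fold change of 15.10 (standard error 2.39, adjusted p = 1.44e-07 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). Its abundance was 4401 ± 11530 CPM in the high and 16.8 ± 26.0 in the low fraction (SD, n = 8 libraries each), and it was higher in 5 of 8 sort replicates by share of reads (6 with the RLE factors). A guide for GAL80 (YML051W) was higher in 6 of 8 sort replicates by share of reads (8 with the RLE factors), with a log2 fold change of 12.27 (standard error 2.33, adjusted p = 1.91e-05 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). Of the high fraction reads, 94.2% came from round 5 replicate 1 for DML1 and 62.8% from round 3 replicate 2 for GAL80. With the block, the log2 fold changes were 9.34 for DML1 and 10.56 for GAL80. The other 8 of the 10 largest had log2 fold changes between 10.97 and 14.92. They included guides paired with CUT858, ATG33, YOR238W, SPP1, IRC21 and MFA1. The SPP1 guide drew 85.5% of its high fraction reads from round 3 replicate 1, and the rest drew 81.4% to 99.7% from round 5 replicate 1. Of these 8, the block left 2 enriched, YOR238W at 7.29 and SPP1 at 7.61, and the other 6 fell to log2 fold changes of 2.53 to 6.41, with adjusted p of 0.0774 to 0.447 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment. In the repression screens, the 5 largest had log2 fold changes of 11.00 to 14.35, and 94.8% to 99.3% of their high fraction reads came from round 2 replicate 2, and with the block they were 0.53 to 4.15 and none was enriched. The snR63 guide, which took the largest share of a library, had a log2 fold change of 4.82 (standard error 1.80, adjusted p = 0.0125 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), and was higher in 1 of 8 sort replicates by share of reads (6 with the RLE factors). Without round 4 its direction reversed, to -0.06, and with the block it was 2.30.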

The analysis identified 311 guides, out of these remaining guides, mapping to 306 individual genes as enriched [log *FC >* 3, FDR < 0.05] for the activation screens, and a smaller set of 34 guides, mapping to 34 genes as enriched [log *FC >* 3, FDR < 0.05] for the repression screens (Table S1†).

### Network analysis identifies an interplay of processes affecting α-amylase secretion

To identify cellular processes and pathways that affect α-amylase secretion, we subjected a wider subset [log *FC >* 3, FDR < 0.3] of enriched genes to GO enrichment analysis. 

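At log2 FC > 3 and FDR < 0.3 in the same edgeR likelihood ratio tests, 817 guides were enriched in the activation screens and 1735 in the repression screens. Those with a paired gene, SUT or CUT targeted 478 and 452 features, respectively, which are lower bounds because most guides have no paired gene here. With the replicate block, 91 guides and 67 features were left in the activation screens, and 36 guides and 5 features in the repression screens. No GO annotation was used here, so the terms were not tested, and only the members that Table S2 lists for a term were counted. From the genes of the wider set, the paper reasons through GO enrichment to the cellular processes that affect α-amylase secretion.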

Cellular pathways of protein maturation and secretion were enriched (Fig. 2A). These included higher-level terms relating to vesicles, the Golgi apparatus, the periplasmic space, and cell surface for the activation screens. In contrast, for the repression screens (Fig. 2B), the majority of enriched GO terms for cellular components were not directly involved in protein secretion, with the signal recognition particle and the biological process of autophagy (Table S2, Fig. S1†) as exceptions. 

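Table S2 lists 5 members of the periplasmic space for the activation screens. Of these, 4 had a paired guide and 2 had a tested guide. The guide of XBP1 met log2 FC > 3 and FDR < 0.3 in edgeR's likelihood ratio test, and that of the other member did not. Of all 1166 tested activation guides, 70.1% met these criteria.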

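Of the 17 autophagy genes that Table S2 lists for the repression screens, 8 had a paired guide and 6 had a tested guide, and 1 of them, TRS23, met log2 FC > 3 and FDR < 0.3 in edgeR's likelihood ratio test. Of the 2 listed members of the signal recognition particle, 1 had a tested guide, which did not meet these criteria. The guides were paired with genes through lists of the activation screens. Those behind the paper's repression terms may be others, so these counts do not speak against the terms.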

The screens also identified terms related to the cell cycle, gene regulation and translation, energy supply, biosynthetic processes for sugars, amino acids, and nucleosides as enriched for the activation libraries (Table S2, Fig. S1†). 

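For mitochondrial gene expression, Table S2 lists 13 genes for the repression screens, of which 4 had a tested guide. The guides of 3 of them, MRP10, MRS1 and RSM7, met log2 FC > 3 and FDR < 0.3 in edgeR's likelihood ratio test. Of the 11 genes listed for mitochondrial translation, 3 had a tested guide and 2 met the criteria. Among 7 genes listed for chromosome separation, 2 had a tested guide and 1 of them, SMC6, met the criteria. For positive regulation of mitotic nuclear division, 1 of 5 listed genes had a tested guide, which did not meet them. Of the 1849 features with a tested repression guide, 24.4% met them. As these guides were paired through lists of the activation screens, they need not be the guides behind the paper's repression terms.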

For the repression screens, enriched GO terms included chromosome separation and mitotic division, mitochondrial gene expression and translation (Table S2, Fig. S1†).

Next, we combined a smaller subset of genes (see Methods for details) from the activation and repression screens into a single network, displaying enriched pathways and GO-terms with a FDR < 0.05, in an attempt to provide an integrated map of genes and processes that increase α-amylase secretion. This analysis identified ten clusters (Fig. 2C), six of which were primarily composed of genes from the activation screens (I to VI). 

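The guides paired with COX18 (YGR062C) and PET122 (YER153C) had too few reads in most libraries to pass the filter of the activation screens. The COX18 guide had 539 reads over the 8 high fraction libraries, 99.4% of them in round 5 replicate 2, and 59 reads over the 8 low fraction libraries. For PET122 the high fraction held 4613 reads, 98.5% of them in round 4 replicate 1, and the low fraction 12, and the share was higher in the high fraction in 6 of 8 sort replicates. The abundance of the PET122 guide, 269 ± 731 CPM in the high fraction and 1.25 ± 1.23 in the low fraction (SD, n = 8 libraries each), differed by less than the spread between the high fraction libraries. The enriched DML1 guide differed by less than its spread as well, so the spread alone does not show that there is no difference. Without a filter the PET122 guide had a log2 fold change of 13.46 (adjusted p = 0.00111 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). Of 3 guides paired with TOM22 (YNL131W), 1 was tested. Its log2 fold change was -3.35 (standard error 1.11, adjusted p = 0.00561 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), with a lower share in the high fraction in 8 of 8 sort replicates (higher in 0 with the RLE factors). With the replicate block it was -3.11 (adjusted p = 0.0774 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). Over all 20 activation libraries, a setting chosen after seeing the data, the direction reversed, to 3.38. The TOM22 guide that Table S1 lists as enriched did not pass the filter. It had 12092 reads in the high fraction, 91.2% of them in round 5 replicate 1, against 15 in the low fraction. Its share was higher in the high fraction in 6 of 8 sort replicates, and the other 2 held no reads of it. The tested TOM22 guide had a log2 fold change of 5.67 (standard error 4.14, adjusted p = 0.301 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment) in the early screen, looked up after seeing the data, and 4.60 with the replicate block (adjusted p = 0.504 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment).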

Cluster (I) contains genes encoding proteins in the inner membrane of mitochondria, including *COX18* and *PET122*, for which the null mutants are deficient in respiratory growth,^34,35^ and *TOM22*, which is central to protein import into mitochondria during the metabolic switch from fermentative to respiratory growth.^36,37^ Cluster (II) connects *via TLG2*, a gene encoding a t-SNARE protein involved in endosome to Golgi trafficking and the Cvt (cytoplasm-to-vacuole targeting) pathway^38^ together with *YPT52* that enables localization of the CORVET complex to endosomes.^39^ Other genes in this cluster, including *VPS27, TRE1*, and *SRN2*, are involved in the sorting of ubiquitinated proteins for degradation and autophagy (**ATG7**, *ATG10*, including *ATG33* from the mitophagy cluster (III)). 

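In the activation screens, the guide paired with ATG33 (YLR356W) had a log2 fold change of 14.77 (standard error 2.17, adjusted p = 1.24e-08 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). It had 97534 reads in the high fraction, 99.7% of them in round 5 replicate 1, and was higher in 4 of 8 sort replicates by share of reads (5 with the RLE factors). The ATG10 (YLL042C) guide had a log2 fold change of 8.88 (standard error 2.01, adjusted p = 2.36e-04 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment) and was higher in 3 of 8 sort replicates by share of reads (6 with the RLE factors), with 82.7% of its 5820 high fraction reads in round 3 replicate 2. With the replicate block, the log2 fold changes of ATG33 and ATG10 were 6.41 and 3.72, with adjusted p of 0.0774 and 0.292 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment. The ATG7 (YHR171W) guide was lower in the high fraction in 8 of 8 sort replicates by share of reads (higher in 3 with the RLE factors), with a log2 fold change of -1.53 (standard error 0.99, adjusted p = 0.140 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment) and of -0.80 with the block. The guides of TRE1, SRN2 and VPS27 did not pass the filter. TRE1 had 13159 high fraction reads, 99.5% of them in round 5 replicate 1, against 292 low fraction reads, and SRN2 had 4344 against 37. The VPS27 guide had 0 reads in the high fraction and 22 in the low fraction. In the early screen, looked up after seeing the data, VPS27 was enriched at a log2 fold change of 12.79 (standard error 5.38, adjusted p = 0.0797 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), and 11.13 with a prior count of 2 and 11.14 with the replicate block (adjusted p = 0.254 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), from 1015 high and 2 low fraction reads, and ATG7 was at -10.41 (standard error 4.31, adjusted p = 0.0797 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), and -6.43 with a prior count of 2 and -10.86 with the replicate block (adjusted p = 0.254 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), from 0 high and 425 low fraction reads.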

The coated vesicle cluster (IV) contains genes linked to COPII transport from the ER to the Golgi, including *YOS1* and *ERV46*, and the two genes in the exomer complex (*CHS5* and *CHS6*) that deliver cargo to the plasma membrane. 

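The paired guides of YOS1, ERV46, CHS5 and CHS6 did not pass the filter of the activation screens. The YOS1 (YER074W-A) guide had 2173 reads in the high and 186 in the low fraction, and was higher in the high fraction in 5 of 8 sort replicates. For ERV46 (YAL042W) there were 3227 high fraction reads, 99.5% of them in round 5 replicate 2, against 284 in the low fraction. The CHS5 (YLR330W) guide had 10573 reads in the high fraction, 99.4% of them in round 3 replicate 1, and 47 in the low fraction. The CHS6 (YJL099W) guide had 7154 high fraction reads, 87.2% of them in round 4 replicate 1, and 247 low fraction reads, and was higher in the high fraction in 4 of 8 sort replicates. In the early screen, looked up after seeing the data, ERV46 had 22612 high and 857 low fraction reads and a log2 fold change of 9.84 (standard error 5.04, adjusted p = 0.159 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), which DESeq2's Wald test called enriched, and 8.59 with the replicate block (adjusted p = 0.260 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). There the CHS5 guide had 21 high and 150 low fraction reads and a log2 fold change of 2.25 (standard error 2.62, adjusted p = 0.513 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), and 1.78 with the replicate block (adjusted p = 0.970 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), and the YOS1 guide had 471 high and 0 low fraction reads without passing the filter. CHS6 was depleted, with 0 high and 223 low fraction reads and a log2 fold change of -9.02 (standard error 3.52, adjusted p = 0.0797 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), -5.06 with a prior count of 2 and -8.94 with the replicate block (adjusted p = 0.254 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment).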

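For MDH1 (YKL085W), the paired guide had 5123 reads in the high fraction of the activation screens, 98.7% of them in round 4 replicate 1, and 9 reads in the low fraction. It did not pass the filter. Its share of reads was higher in the high fraction in 5 of 8 sort replicates, and the remaining sort replicates held no reads of it.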

The poly(A) RNA binding cluster (V) includes *MDH1* part of the malate–aspartate shuttle that exchanges NADH between the cytosol and mitochondria. Overexpression of *MDH1* in *Pichia pastoris* resulted in a 40% increase in recombinant protein production.^40^ This cluster also includes *SCD6* which represses translation in budding yeast,^41^ the ortholog of this gene (tral) in Drosophila is a positive regulator of protein secretion.^42^ 

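Below the filter of the activation screens, the SCD6 (YPR129W) guide had 1434 reads in the high fraction, 97.8% of them in round 5 replicate 2, and 7 reads in the low fraction. Its share was higher in the high fraction in 5 of 8 sort replicates and lower in 2.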

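Of the guides paired with COQ10, COQ2, ARH1, BNA7 and NMA2, 1 of 2 for ARH1 and those of BNA7 and NMA2 were tested in the activation screens. The tested ARH1 (YDR376W) guide had a log2 fold change of 6.41 (standard error 1.81). Its adjusted p was 0.00158 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment. Its share was higher in the high fraction in 2 of 8 sort replicates (5 with the RLE factors). The other ARH1 guide, looked up because Table S1 lists it, had 299 high fraction reads, 97.7% of them in round 4 replicate 2, and 1 low fraction read. It was higher by share in 4 of 8 sort replicates and lower in 0. For BNA7 (YDR428C) the log2 fold change was 3.88 (standard error 1.71, adjusted p = 0.0324 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), with a higher share in 1 of 8 sort replicates (5 with the RLE factors). By share it was higher in round 4 replicate 2, which held 72.9% of the 331073 high fraction reads. The abundance of the BNA7 guide was 29800 ± 51030 CPM in the high and 44660 ± 67300 in the low fraction (SD, n = 8 libraries each). With the replicate block the log2 fold changes of ARH1 and BNA7 were 1.32 and 1.08, with adjusted p of 0.710 and 0.800 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment. The BNA7 guide was also not enriched with glmQLFTest, with TMM normalization (1.72), without a filter or with replicates summed within rounds. Nor was it with CPM above 1 in as many libraries as 1 fraction holds, or without round 3, round 4 (2.12) or round 5. It stayed enriched with DESeq2's Wald test, with a prior count of 2 and without round 2 (6.21). The NMA2 guide reversed with TMM normalization, to -0.09, and had 2.07 with the block. The early screen, looked up after seeing the data, gave the BNA7 guide a log2 fold change of 14.80 (standard error 5.32, adjusted p = 0.0797 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), and 10.80 with a prior count of 2 and 14.79 with the replicate block (adjusted p = 0.254 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), from 1562 high and 0 low fraction reads. The COQ10 guide had 4475 reads in the high fraction, 99.6% of them in round 5 replicate 2, and 1 read in the low fraction, and the COQ2 guide had 1836 and 19 reads.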

The remaining cluster (VI) contains genes associated with ubiquinone biosynthesis *(COQ10, COQ2, ARH1*), as well as *BNA7* and *NMA2* linked to biosynthesis or recovery of NADH and other genes involved in nucleotide-related processes.

The largest cluster of genes from the repression screens encode cytoplasmic and mitochondrial ribosomal subunits (VII). This may be linked mechanistically to another cluster (VIII) containing genes relating to an arrest of the cell cycle. The cell cycle can be indirectly stalled in the G1 phase due to a lack of synthesis of new ribosomes^43^ and directly arrested during multiple mitotic checkpoints *via* cell cycle division (CDC) genes,^44^ several of which are found in this group. Considering that around 30% of the cells energy is allocated towards general protein synthesis during the cell cycle,^45^ a reduction in growth would instead enable shunting of these resources towards synthesis of recombinant proteins. The two remaining clusters (IX–X) included genes that encode components of the histone acetyltransferase complex and transcription factors for RNA polymerase II, highlighting the importance of transcriptional processes. *TUP1* from the first cluster is a general repressor of transcription,^46^ while *TAF5* and *TAF9*, in the interface between the two clusters, are TATA-binding and involved in the initiation of transcription, around 60% of all yeast genes are dependent on *TAF9*, the highest number of dependent genes for all 13 TAF proteins.^47^

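In the repression screens, the guide paired with TAF9 (YMR236W) had 435 reads in the high fraction, 99.3% of them in round 1 replicate 1, and 2017 reads in the low fraction. Its abundance was 32.6 ± 64.3 CPM in the high and 209 ± 77.5 in the low fraction (SD, n = 4 libraries each), and its share was lower in the high fraction in 4 of 4 sort replicates. The log2 fold change was -2.24 (standard error 1.45, adjusted p = 0.376 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), and -5.35 with the replicate block. Without round 1 replicate 1 the TAF9 guide was depleted, at -6.89 (adjusted p = 0.00439 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). It was at -1.87 without round 1 replicate 2 and -1.51 without round 2 replicate 1. The TAF9 guide was paired through lists of the activation screens, and the guide behind the paper's repression call may be another. TUP1 and TAF5 were not analysed here.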

### Potential role for non-coding RNAs in modulation of α-amylase secretion

The activation and repression screens identified 71 and 8 SUTs (stable unannotated transcripts) or CUTs (cryptic unstable transcripts) respectively, as enriched. 

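Among guides with a paired feature, 56 SUTs and 61 CUTs, 117 in all, were targeted by an enriched guide at log2 FC > 3 and FDR < 0.05 in edgeR's likelihood ratio test of the activation screens. In the repression screens, 19 SUTs and 29 CUTs, 48 in all, were targeted by an enriched guide. Both counts are lower bounds, since most guides have no paired feature here. The replicate block left 2 in the activation screens and 0 in the repression screens, where 1 had log2 FC > 3 at an unadjusted p under 0.05.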

SUTs generate stable transcripts that are thought to interact with other transcripts, while CUTs are unstable and quickly degrade after transcription.^48^ Transcripts of both classes primarily mediate effects on gene expression in *cis*.^49^ An enrichment analysis (see Methods) of genes neighbouring the SUT or CUT (1 kb interval centred on the targeting guide) identified enriched GO terms for the set from the activation screens but not the repression screens. The most overrepresented terms, related to cellular components, contained genes from vacuolar, endosomal and Golgi related processes (Table S2†). Manual inspection of 17 genes found within the top 5 enriched groups of cellular components (Fig. S2†) based on the analysis, out of 102 identified within the range, showed that 15 SUTs or CUTs were situated on the opposite strand, four in a divergent position potentially acting as bidirectional promoters, resulting in gene activation, while eleven were either directly or in a few cases, indirectly through guide interference, overlapping, such that the CRISPRi likely resulted in a simultaneous decrease in the transcription of their antisense gene. 

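Table S1 pairs SUT428 with a guide that had 5996 reads in the high fraction of the activation screens, 99.9% of them in round 5 replicate 2, and 1520 reads in the low fraction, and did not pass the filter. Its abundance was 357 ± 1007 CPM in the high and 134 ± 112 in the low fraction (SD, n = 8 libraries each), a difference within the spread between libraries. The share was higher in the high fraction in 2 of 8 sort replicates and lower in 6. Without a filter the log2 fold change was 6.92 (adjusted p = 0.0442 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). The early screen, looked up after seeing the data, gave this guide a log2 fold change of 12.66 (standard error 5.55, adjusted p = 0.0913 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), enriched by the criteria of that screen, and 12.42 with a prior count of 2 and 8.96 with the replicate block (adjusted p = 0.405 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), from 9567 high and 26 low fraction reads.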

Among these, SUT428 overlapping *OPT2* has previously been investigated in detail,^50^ expression of this SUT resulted in a corresponding reduction in transcription of the overlapping gene. 

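For CUT727, the guide had 200 reads in the high fraction of the activation screens, 96.5% of them in round 4 replicate 2, and 3 reads in the low fraction. With these reads it did not pass the filter.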

The two remaining SUTs or CUTs were found on the same strand, one directly downstream of the identified gene, and the other, CUT727 directly upstream of *BET3*, a core component of the TRAPP complexes. CUTs found upstream, overlapping the 5' transcriptional start site, may act in a regulatory role.^51^ 

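CUT361 was paired with a guide that had 864 reads in the high fraction of the repression screens, 97.0% of them in round 1 replicate 2, and 604 in the low fraction. Its log2 fold change was 0.46 (standard error 1.62, adjusted p = 0.957 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), with a higher share in the high fraction in 1 of 4 sort replicates and 69.2 ± 129 CPM in the high against 62.4 ± 32.1 in the low fraction (SD, n = 4 libraries each), a difference smaller than the SD. The direction reversed with the replicate block, to -3.27, and without round 1 replicate 2, to -3.47. Since the CUT361 guide was paired through lists of the activation screens, the paper's repression call may rest on another guide.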

Manual inspection of the small number of enriched SUTs or CUTs from the repression screen (examples in Fig. S3†), showed that CUT361 was situated directly upstream of *ATG19*, an autophagy gene involved in the Cvt pathway. 

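The guide paired with SUT433, which Table S1 places on chromosome 1 at position 29971 on the + strand of a genome build it does not name, had 1217 reads in the high and 1580 in the low fraction of the repression screens. Its abundance was 133 ± 161 CPM in the high and 165 ± 76.4 in the low fraction (SD, n = 4 libraries each). The log2 fold change of 0.07 (standard error 1.03, adjusted p = 0.991 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment) was smaller than its error and reversed with the replicate block, to -0.29. The SUT433 guide, too, was paired through lists of the activation screens and need not be the guide behind the paper's call. CUT437 was not analysed here.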

SUT433 and CUT437 were notably situated in tandem, spaced approximately 1 kb apart with SUT433 situated directly upstream of *FLO9*, a flocculation gene, while CUT437 further upstream is in a potential bidirectional promoter position with *GDH3*, involved in glutamate biosynthesis, which has been identified as a target for increased protein secretion both in *S. cerevisiae*^52^ and *P. pastoris.^40,53^ FLO11*, another flocculation gene, which was not identified in this screen, has previously been shown to be regulated by two adjacent ncRNA's.^54^

### Validation of over-secretion genes quantified in the screens

We selected 16 genes identified as significant hits during the screening process for follow-up experimental validation of amylase over-secretion using alternative methods for overexpression or repression. 

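Among the genes that Table S3 lists for the follow-up experiments, the guides paired with ENO2, ALP1, GMH1 and SUT074 did not pass the filter of the activation screens. Those of ENO2, ALP1 and GMH1 each drew 98.7% of their high fraction reads from round 4 replicate 1, with 3960 high and 14 low fraction reads for ENO2, 13099 and 23 for ALP1, and 8742 and 15 for GMH1. SUT074 had 14086 high fraction reads, 99.6% of them in round 3 replicate 1, and 113 low fraction reads. The PRY2 (YKR013W) guide had 132 high fraction reads and 66112 low fraction reads, 99.0% of them in round 3 replicate 1, and a log2 fold change of -5.91 (standard error 1.78, adjusted p = 0.00269 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). With the replicate block it was -3.07 (adjusted p = 0.510 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), and with DESeq2's Wald test it reversed, to 0.79. A lookup in the early screen, made after seeing the data, gave PRY2 a log2 fold change of 14.44 (standard error 5.73, adjusted p = 0.0797 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), enriched by the criteria of that screen, and 12.36 with a prior count of 2 and 13.88 with the replicate block (adjusted p = 0.254 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), from 2070 high and 2 low fraction reads. In the repression screens, the HDA2 (YDR295C) guide had 511 high fraction reads, all in round 1 replicate 1, and 472 low fraction reads. Its log2 fold change was -0.07 (standard error 1.90, adjusted p = 0.994 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), and -7.08 with the block. Its direction reversed without round 1 replicate 2, to 0.40, without round 2 replicate 1, to 0.51, and without round 2 replicate 2, to 0.43. Without round 1 replicate 1 it was depleted, at -9.70 (adjusted p = 0.00256 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). The paper included HDA2 in its deletion assay as a positive control. Its guide here was paired through lists of the activation screens, and other HDA2 guides were not looked up. TFG2, DAP1 and TRS20 in the activation screens and TLG2, MNT2, TPO2, INP51 and YDR262W in the repression screens were not analysed here.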

Ten gene hits from the activation screens were validated *via* plasmid-based overexpression of the native gene, while six candidates from the repression screens were evaluated *via* gene deletion in both alleles of the diploid strain. The units of secreted α-amylase and the cell density (OD 600) were measured after 4, 24, and 48 hours of growth (Table S3†) and compared to the baseline expression (see Methods). Overexpression of all genes with the exception of TOM22 resulted in an increase of 35–60% in total α-amylase secretion after 4 hours of growth. This trend continued for *ENO2, NMA2, PRY2*, SUT074 and *TFG2* with 20–40% increases in total α-amylase secretion after 24 and 48 hours (Fig. 3A). Secretion of α-amylase on a per cell basis (see Methods) was significantly increased for *TOM22* in the late stationary phase after 48 hours, and after 24 and 48 hours in BNA7. Gene deletions (Fig. 3B), resulted in increased total α-amylase secretion for *HDA2* (included as a positive control), *MNT2, TPO2* and *INP51* after 4 hours, while for *INP51* a significant decrease was seen after 4 hours, this decrease was not visible after 24 hours and was found to be significantly increased after 48 hours. An increase in secretion of α-amylase on a per cell basis was seen in *INP51* under all time points, in *TLG2* after 4 hours and in *HDA2* after 4 and 24 hours. All over-expressed or deleted genes, with the exception of *TRS20* and *YDR262W* (Fig. S4†), resulted in increased α-amylase secretion under at least one time point.

## Discussion

We applied large-scale CRISPR activation and repression libraries to perturb the expression of the majority of genes and ncRNAs in *S. cerevisiae*, to evaluate the effects on α-amylase secretion. The combination of large-scale CRISPRa/i screening and microfluidics with an alpha-amylase secretion assay adapted to droplet-encapsulated single cells, allowed us to identify 345 genes important for α-amylase secretion. This forms the to date most comprehensive genetic screening effort for α-amylase secretion in budding yeast. The results from activation and repression screens are complementary,^55^ which allowed us to build gene networks and perform enrichment analysis to infer secretion-related cellular processes and molecular machineries from a substantially richer material compared to CRISPRa and CRISPRi alone. We found that increased expression of genes that were previously associated with cellular components linked to the secretory pathway resulted in increased α-amylase secretion, while for gene repression, the majority of enriched components were linked to genes associated with the cell cycle and ribosomal activity.

Our results emphasise the importance of the cellular complexes and genes that connect the main compartments of the secretory pathway. These include genes involved in retrograde transport from the ER to the Golgi, tethering factors (including TRAPP complexes) that facilitate the capture of the vesicles, and genes that encode proteins that connect the trans Golgi network (TGN), the exomer, and endosome to Golgi transport (summarised in Fig. 4). 

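Table S2 lists 5 members of the TRAPP complex for the activation screens, of which 2 had a paired guide and 1, TRS23, had a tested guide. That guide met log2 FC > 3 and FDR < 0.3 in edgeR's likelihood ratio test. The same guide stands for the TRAPPI, TRAPPII and TRAPPIII terms, with 4, 5 and 4 listed members. Of all 1166 tested activation guides, 70.1% met these criteria.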

All three TRAPP protein complexes were enriched in our screen (Fig. 2A). TRAPP I acts in the transport of vesicles from the ER^56^ while TRAPP II acts in intra-Golgi as well as endosome-to-Golgi transport.^57^ Trapp III is similarly involved in autophagy but has also been linked to COPII vesicle formation in mammalian cells.^58^ Secretion and autophagy overlap in a number of processes. COPII vesicles, for which two associated genes (*YOS1* and *ERV46*) were identified as enriched, have recently been shown to be an important source of vesicular membranes for the early enlargement and establishment of the phagophore assembly site (PAS), which initiates the formation of the phagophore.^59^ The term for the PAS was detected as enriched for the activation screens while the term for autophagy was enriched for the repression screen, implying that genes involved in the early formation of the PAS are beneficial for α-amylase secretion but not autophagy in general. 

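For the phagophore assembly site, Table S2 lists 17 genes in the activation screens, of which 12 had a paired guide and 6 had a tested guide. The guides of all 6, ATG10, ATG21, ATG38, ATG39, TRS23 and VPS30, met log2 FC > 3 and FDR < 0.3 in edgeR's likelihood ratio test. Since 478 of the 672 features with a tested activation guide (71.1%) met these criteria, and Table S1 and Table S2 list the authors' hits, this count says little about the term.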

Retrograde transport from the endosome to the Golgi was enriched, based on 13 genes, including 5 vacuolar protein sorting genes, in addition to two genes (*CHS5* and *CHS6*) from the exomer complex which acts as a cargo adapter for anterograde transport from the TGN for certain proteins to the plasma membrane.^60^

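Of the 14 genes that Table S2 lists for retrograde transport from the endosome to the Golgi, 5 had a paired guide and 2 had a tested guide in the activation screens. The guides of both, VPS30 and YPT32, met log2 FC > 3 and FDR < 0.3 in edgeR's likelihood ratio test. Of all 1166 tested activation guides, 70.1% met these criteria.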

Among the more unexpected results, we identified components of the signal recognition particle as enriched in the repression screen, suggesting that a reduction in co-translational targeting of nascent protein to the ER is beneficial under some conditions. Balancing the overall metabolic demands of the cell is important. Heterologous expression of recombinant proteins can result in substantial reductions in growth rates due to the metabolic burden.^61^ The results from the activation screens show an enrichment of biosynthetic processes for sugars, including disaccharides and oligosaccharides, amino acids from the aspartate and lysine family, and nucleosides. Biosynthesis of amino acids and translation are the most energetically costly steps that are related to protein secretion.^62^ We further found an enrichment of processes related to NADPH regeneration and shunting which likely help to offset some of the associated energy demand (Table S2†). 

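Table S2 lists 6 genes for NADPH regeneration in the activation screens. Of these, 4 had a paired guide and 3 had a tested guide, and the guides of all 3, SOL4, TAL1 and TKL1, met log2 FC > 3 and FDR < 0.3 in edgeR's likelihood ratio test. Of all 1166 tested activation guides, 70.1% met these criteria.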

The activation screen identified negative regulation of the cell cycle *via* DNA-dependent DNA replication and mitotic DNA damage checkpoint and mitotic G2/M transition checkpoint as beneficial, in conjunction with suppression of chromosome separation, localization to the spindle body and positive mitotic nuclear division for the repression screen. Among these genes were *ENO2*, for which over-expression has previously been shown to result in G1 arrest.^63^ Overexpression of this gene as part of our validation, resulted in increased amylase secretion (Fig. 3A). Together, these results suggest that an arrest of the cell cycle is beneficial for increased α-amylase trafficking and secretion. Additionally, the enrichment of genes in the small subunit of the mitochondrial ribosome and mitochondrial gene expression and translation in the repression screen also suggests that a temporary reduction of mitochondrial translation processes is beneficial for increased α-amylase secretion (Fig. 2B).

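Of the 7 genes that Table S2 lists for the mitochondrial small ribosomal subunit in the repression screens, 2 had a tested guide, MRP10 and RSM7, and both met log2 FC > 3 and FDR < 0.3 in edgeR's likelihood ratio test. For comparison, 452 of the 1849 features with a tested repression guide did, and 2 genes are too few to judge the term by. Their guides were paired through lists of the activation screens and may differ from those the paper used.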

In our work, we also investigated the influence of long non-coding RNAs on α-amylase secretion. We identified enriched SUTs and CUTs in the vicinity of genes that encode for components in the interface of the late Golgi, endosome and vacuole. Of the manually inspected hits (Fig. S2†), the vast majority were situated on the opposite strand in a position that may result in interference of gene transcription.^64,65^ Notable examples in addition to the previously discussed SUT428 and CUT727 are CUT586 and CUT480. 

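The guide paired with CUT586 had 1242 reads in the high fraction of the activation screens, 98.4% of them in round 4 replicate 1, and 369 in the low fraction. It did not pass the filter, and its share was lower in the high fraction in 5 of 8 sort replicates.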

CUT586 overlaps *YPT32* on the opposite strand; *Ypt32* forms a GTPase with *Ypt31*, and regulates the exocytic pathway.^66^ The TRAPPII complex, of which we found several components being enriched in our screen, in turn acts as the guanine exchange factor that activates *Ypt31/ Ypt32.^67^* CUT480 overlaps with *ARF2*, a functionally interchangeable homologue of *ARF1*,^68^ a GTPase with a closely related role to *Ypt31/Ypt32*, which further stimulates *SEC7* during sorting and localization to the late Golgi.^69^ 

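For CUT480, the paired guide had 1077 reads in the high fraction of the activation screens, 98.9% of them in round 3 replicate 2, and 158 in the low fraction. Its abundance of 118 ± 329.6 CPM in the high and 22.9 ± 44.6 in the low fraction (SD, n = 8 libraries each) differed by less than the spread between libraries. It did not pass the filter. Without a filter its log2 fold change was 7.48 (adjusted p = 0.0332 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment).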

Further among the hits are CUT276, situated opposite of *VPS33*, one of the four core subunits of the HOPS and CORVET tethering complexes. 

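The CUT276 guide had 36 reads in the high and 22 in the low fraction of the activation screens, too few to pass the filter. A lookup in the early screen, made after seeing the data, gave it 1119 high and 0 low fraction reads, also without passing the filter.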

The exact role and mechanisms of action of the identified SUTs and CUTs would need to be experimentally tested. Secondary effects, from guides within distance of the TSS, or overlapping the CDS of other genes, may affect the results.

We successfully used industrial production strains for genetic screens, instead of established laboratory strains. Efficient protein secretion is a valuable trait for biotechnological protein production and the use of a robust industrial strain is beneficial for the interpretability of hits that might be relevant to commercial applications. Performing genetic screens in industrial strains, however, is challenging, since industrial strains are difficult to transform, with reported efficiencies 2 to 3 magnitudes lower compared to established laboratory strains.^70^ This makes the use of these strains for genetic screens challenging since the assembly and transformation of the gRNA libraries has to be carried out at sufficient scale, estimated at around 20 times the library size,^71^ to retain the diversity of the original gRNA pool. Our work confirmed low transformation efficiency. Substantial optimization of strain transformation (see Methods section) allowed us to overcome this issue, which will be useful for future studies within industrially relevant strains. The *in vitro* validation of a subset of enriched genes from the secretion screens supported our findings from the pooled genetic screens (Fig. 3). In summary, over-expression of genes *(ENO2, NMA2, PRY2, SUT074, TFG2)*, or gene deletion (*INP51*) resulted in around 20–30% increases in total α-amylase secretion, sustained over 24 and 48 hours. With higher increases (20–40%) on a per cell basis (*BNA7*, *TOM22*, *INP51)*. The majority of the validated genes have, to our knowledge, not previously been identified as targets for increased α-amylase secretion.

We anticipate that this study can serve as a blueprint for future investigations into the effects of gene expression perturbation as well as gene editing screens on protein secretion. The use of a CRISPR/dCas9 system with guides acting as barcodes, combined with high throughput microfluidics, substantially increases the speed and scale of discovery compared to previous studies.^7–9^ Based on the time requirements of our large-scale screens with tens of thousands of perturbations, which were typically performed over a week, with one day of screening. We believe that smaller screens using targeted libraries, would be able to generate results of similar or higher quality in a matter of days, including transformation, screening and sequencing. This would enable iterative testing and optimization of new strains for improved protein secretion. Future developments could also include the use of CRISPR-based precision genome editing, such as MAGESTIC,^72^ which would allow for probing of natural variants in relevant strains with desirable traits.

## Supplementary Material

ESI 1

ESI 2

ESI 3

ESI 4

ESI 5

ESI 6

ESI 7

ESI 8

## Figures and Tables

**Fig. 1:**
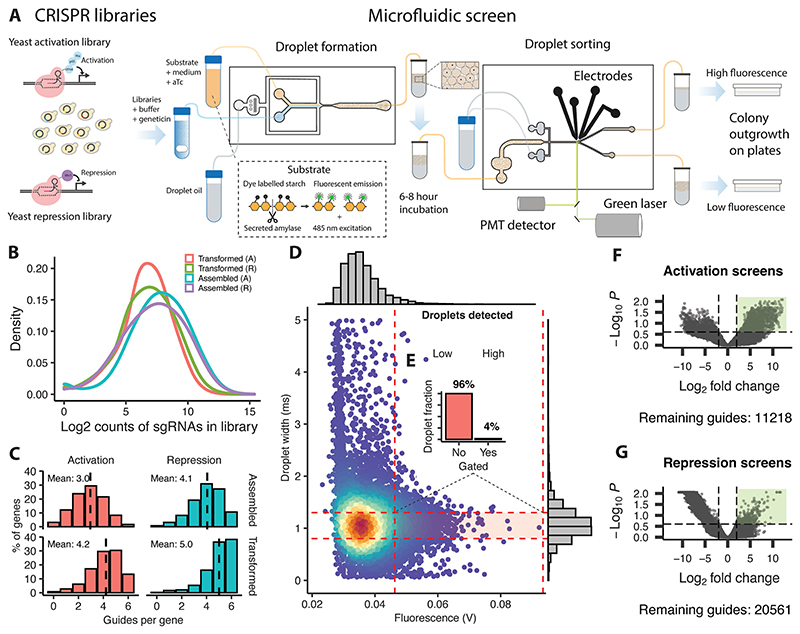
Schematic illustration of the CRISPR based perturbation and microfluidic screening of yeast cells for increased α-amylase secretion, and overview of the assembled libraries, screening, and sequencing of sorted cells. (A) Plasmid-based gene activation and repression libraries were transformed into α-amylase secreting yeast. These libraries were mixed with a fluorescent substrate, growth medium and anhydrotetracycline to induce gene activation or repression and loaded on a droplet forming chip to generate droplets. The droplets were incubated for 6–8 hours at ambient temperature to allow for protein secretion and then transferred to a droplet sorting chip. The droplets were sorted into a high and low fluorescence fraction using electrodes based on the droplet width and the amount of emission from the fluorescent substrate from a single droplet. Sorted cells were released from the droplets and plated for outgrowth before processing for sequencing. (B) Density distribution of guide counts per library during assembly and transformation for activation (A) and repression (R) libraries, (C) histogram showing the average number of surviving guides per gene and the percentage fraction of the total guide pool during assembly and transformation for activation and repression libraries, (D) microfluidic sorting example showing the ratios (E) for the gated fraction (high fluorescence) versus the non-gated population (low fluorescence) fraction based on the droplet width and fluorescent emission during a single round of sorting. Volcano plots of enriched guides (green rectangle) as identified by NGS for the activation (F) and repression screens (G) and the number of remaining guides meeting the filtering criteria, from the statistical analysis comparing counts of guides from the low and high fluorescence fractions from replicate rounds of screening.

**Fig. 2:**
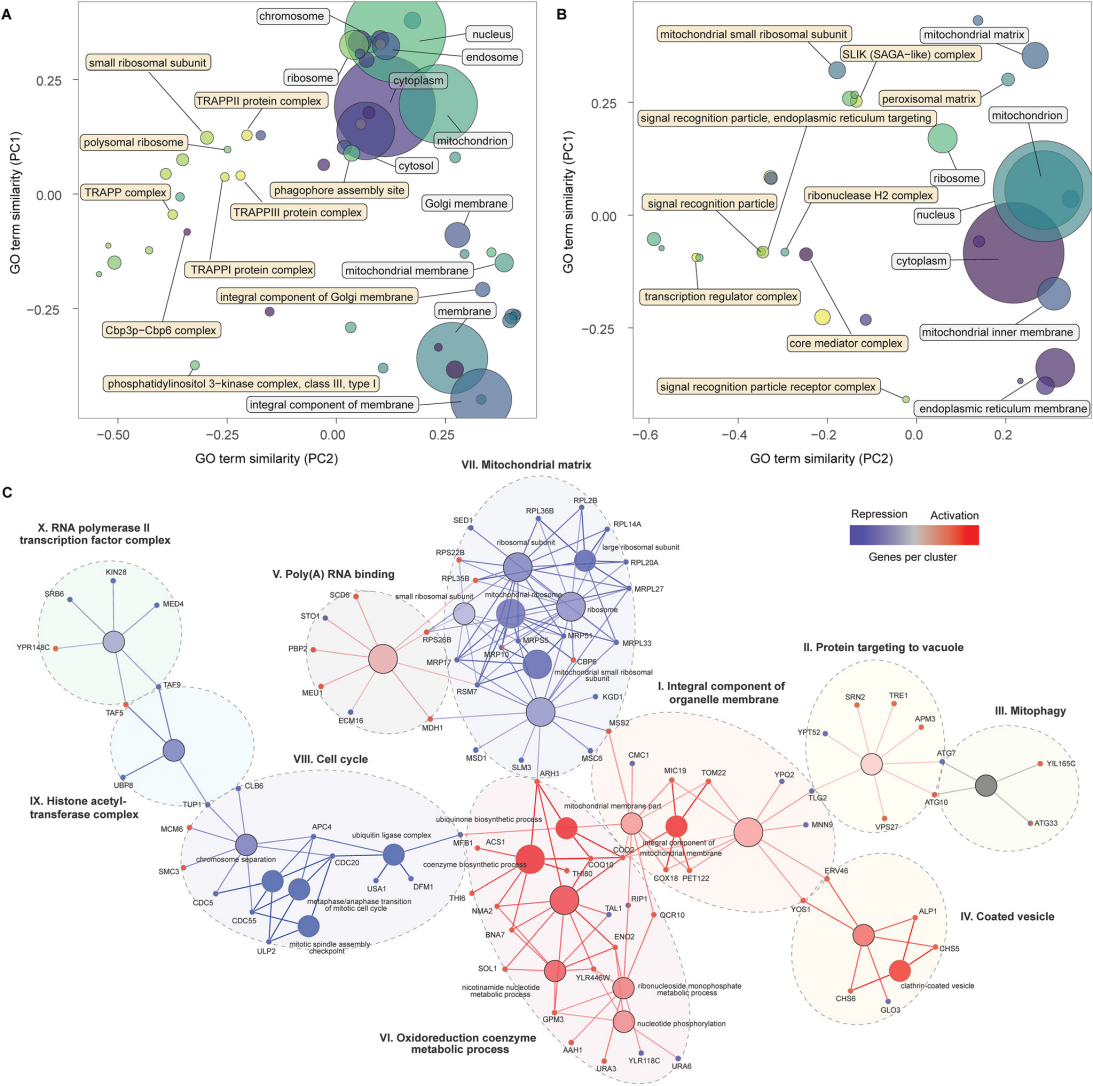
Cellular components, nodes and genes modulating α-amylase secretion. PCA similarity of significantly enriched GO terms for cellular components for the activation (A) and repression screens (B), with terms identified by standard (white) and topology-based (yellow) analysis. The size of the circles represents the number of genes contained in the GO term. Groups of nodes and genes identified as significantly enriched by functional network analysis (C) combining the results from the activation and repression screens. Gene colours, blue (repression) and red (activation), identify the screens for which enrichment was detected, while nodes are coloured in a gradient based on the number of genes from each screen, from red (primarily repression), to blue (primarily activation) and grey (equal). Each cluster is identified by a roman numeral and the assigned name.

**Fig. 3:**
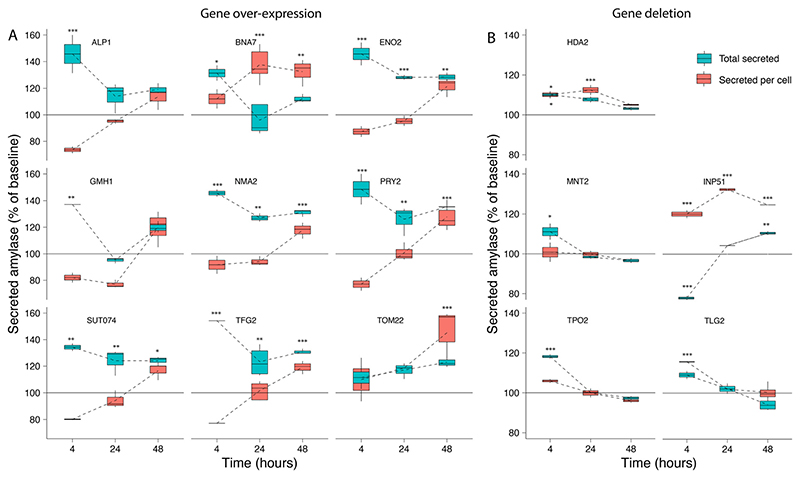
Validation of amylase secretion. For selected genes identified during the activation and repression screens, the corresponding (A) over-expression and (B) deletion strains were generated and assayed for α-amylase secretion over time. The results are shown as total secreted α-amylase (blue) and secreted α-amylase per cell (red) for measurements after 4, 24, and 48 hours, relative to the baseline α-amylase secretion of the transformed empty vector for gene over-expression, or the background strain only for gene deletion. Error bars are one standard deviation from biological replicates *(n* = 2–5), values that are significantly different (ANOVA, *p <* 0.05) from the control (see Methods) within a time point are shown with asterisks corresponding to the *p*-value (***0.001, **0.01 or *0.05) from a Tukey HSD *post hoc* test.

**Fig. 4:**
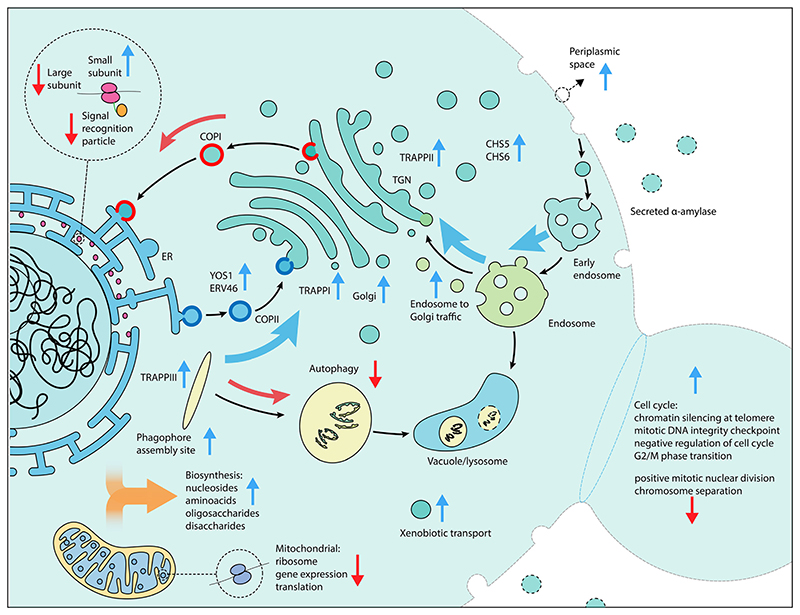
Schematic overview of cellular processes of interest for increased α-amylase secretion. Vertical arrows in blue (gene activation) and red (gene repression) indicate the screen perturbation from which enriched components, functions and genes were detected, while black arrows indicate the direction of traffic between components and curved arrows indicate an increase (blue) or decrease (red) in gene expression as beneficial for increased α-amylase secretion.

## Data Availability

Raw and processed sequencing data are available at Gene Expression Omnibus (GEO) under accession number GSE221655.

# Supplementary material for: Large scale microfluidic CRISPR screening for increased amylase secretion in yeast
**Source:** Lab Chip. Author manuscript; Available in PMC 2023 Aug 15.

## SUT460 on chr4

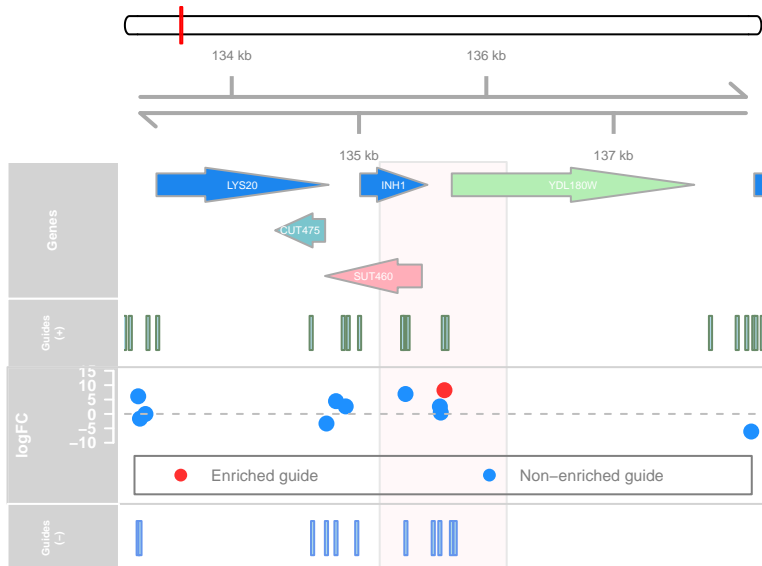

## CUT598 on chr7

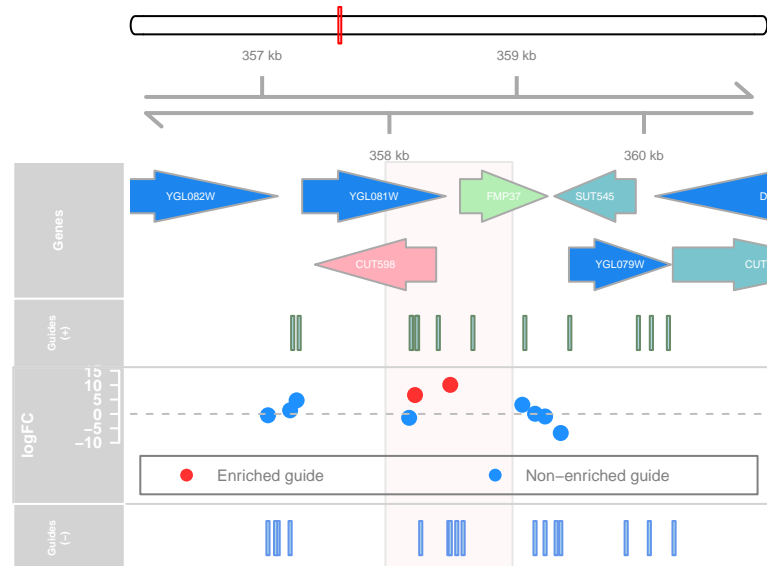

## SUT573 on chr8

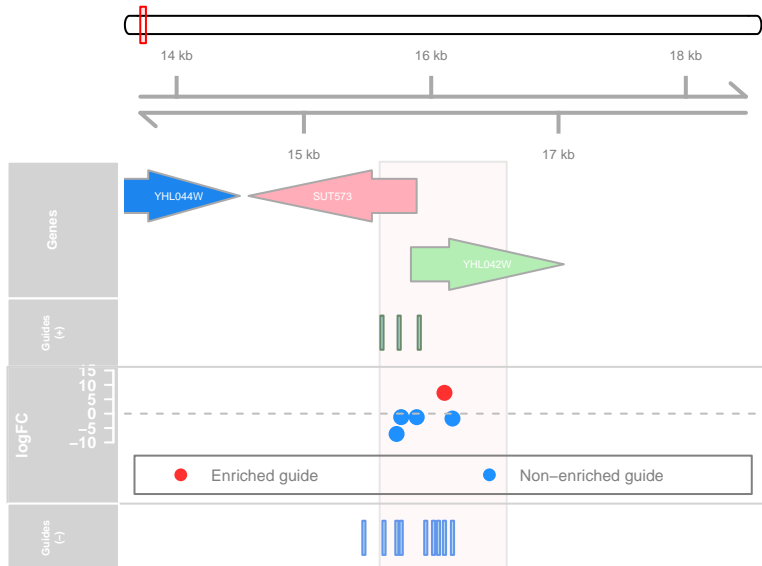

## CUT643 on chr8

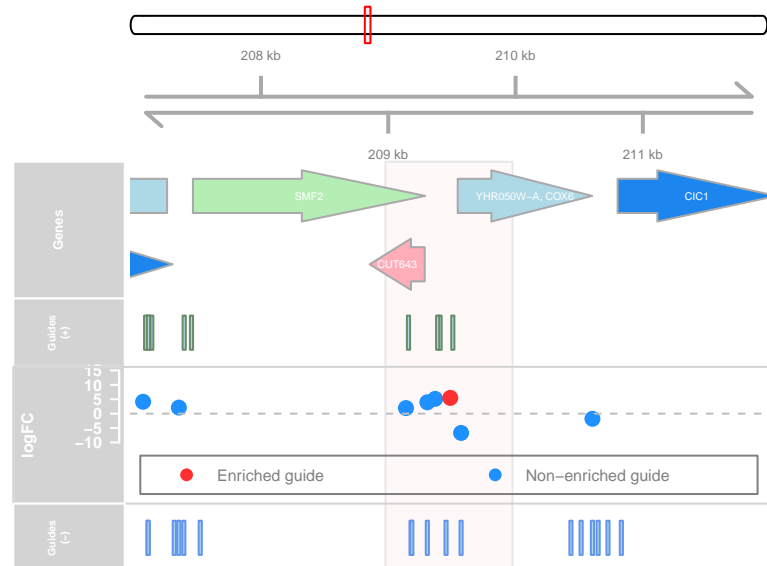

## CUT213 on chr10

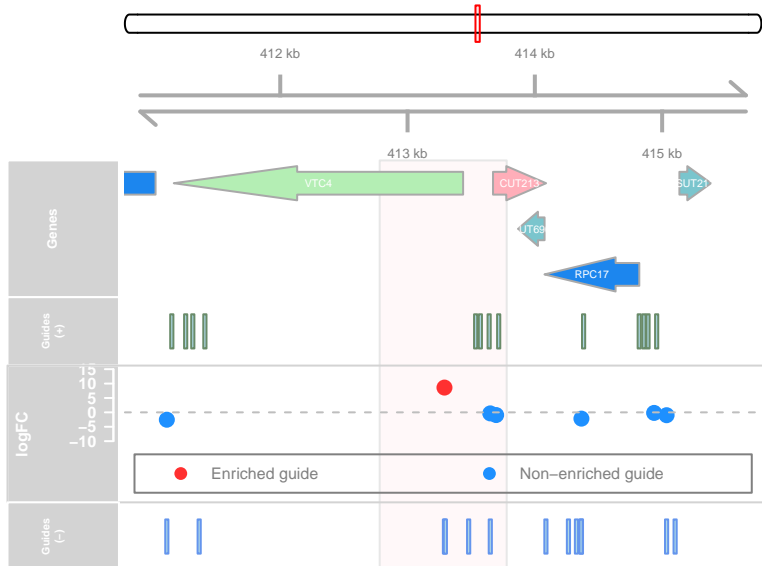

## SUT251 on chr12

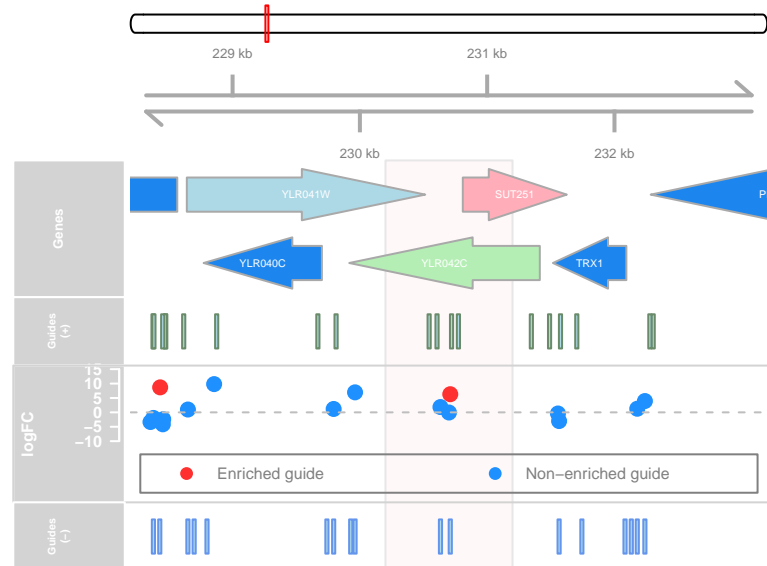

CUT276 on chr12

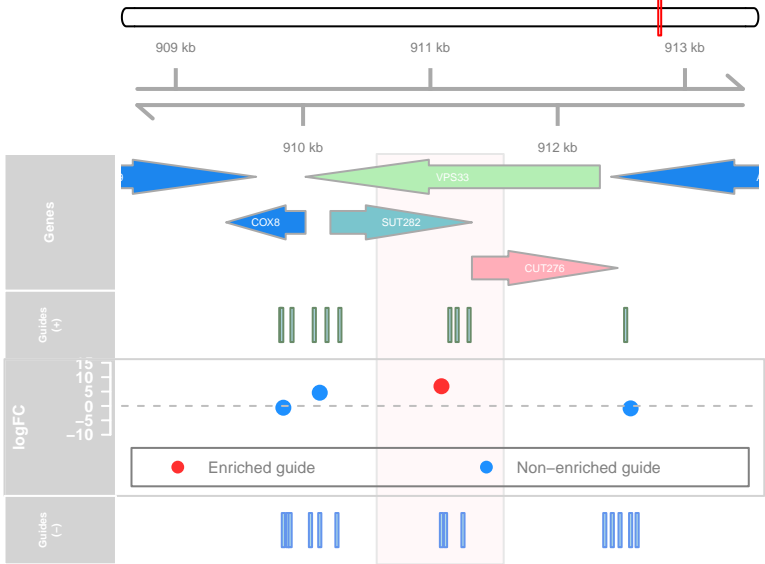

SUT711 on chr12

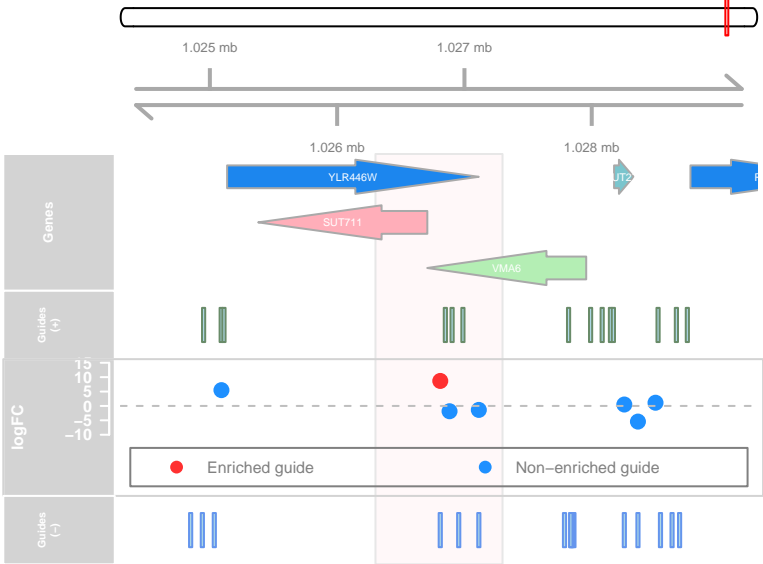

SUT311 on chr13

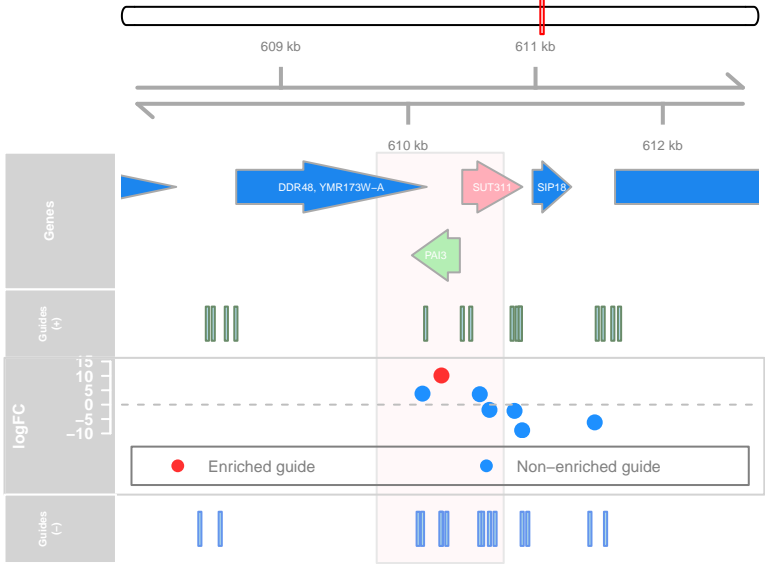

SUT751 on chr14

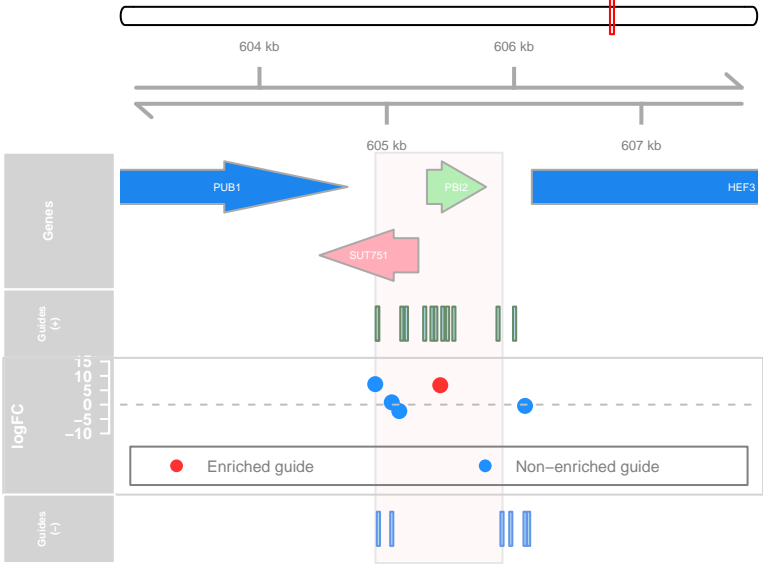

CUT896 on chr16

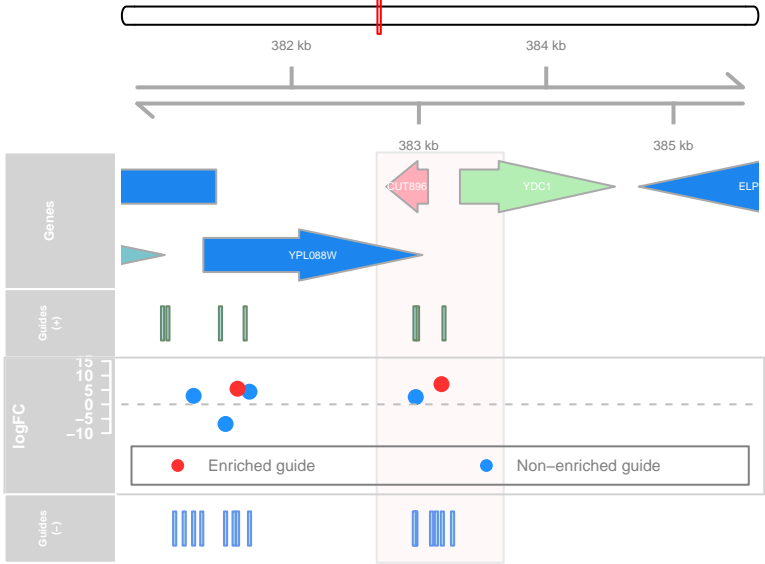

CUT907 on chr16

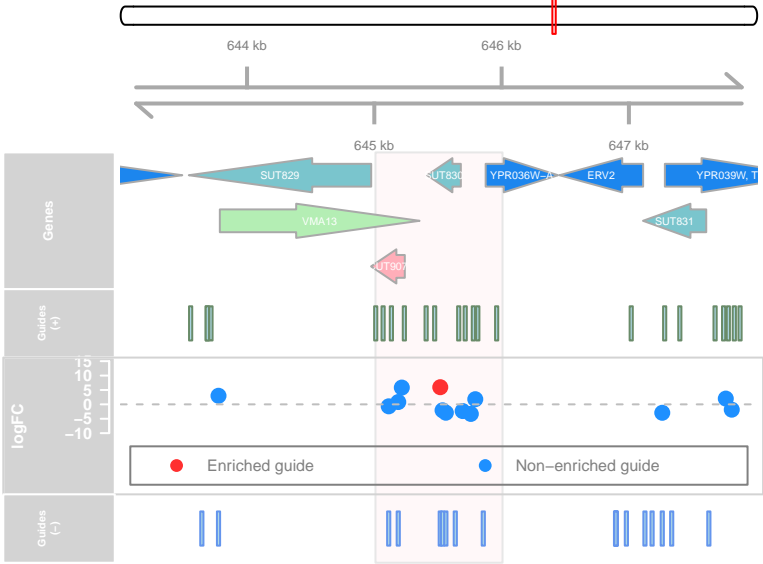

# SUT428 on chr16

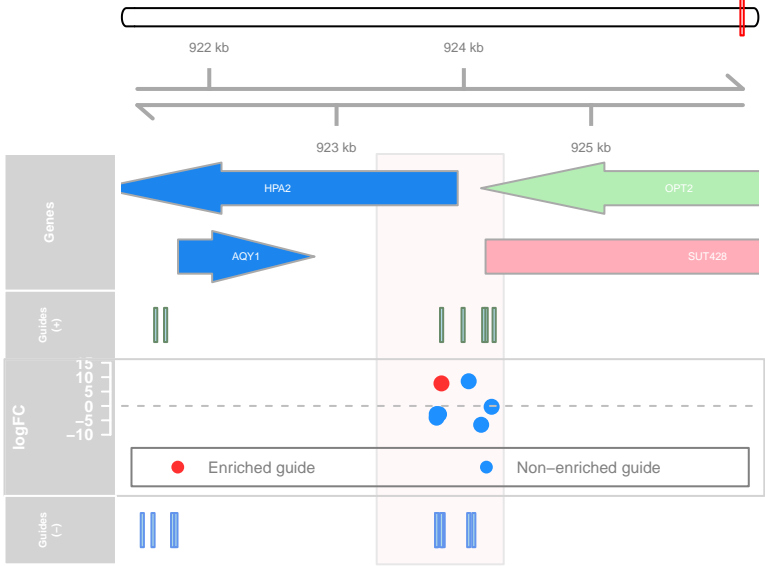

# CUT586 on chr7

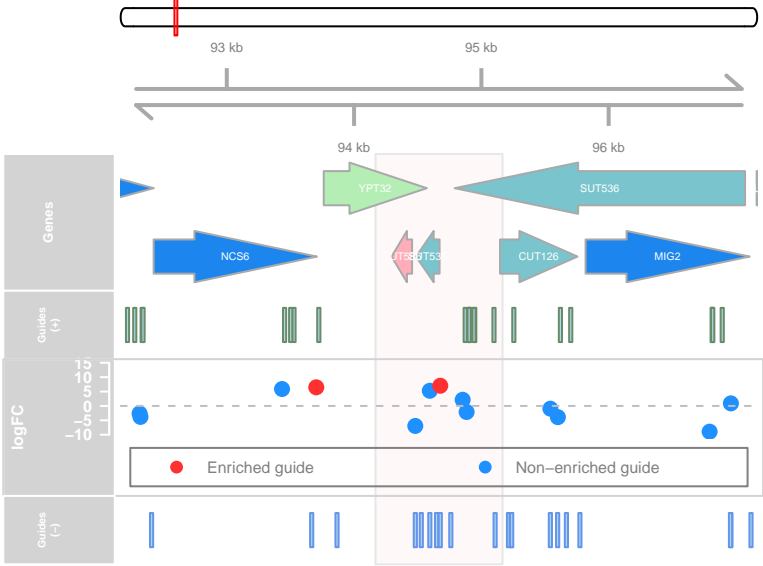

# CUT727 on chr11

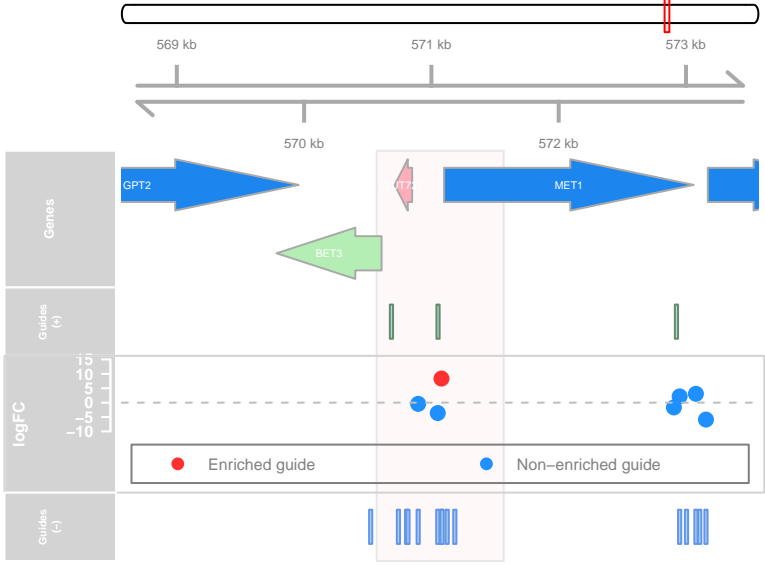

# CUT480 on chr4

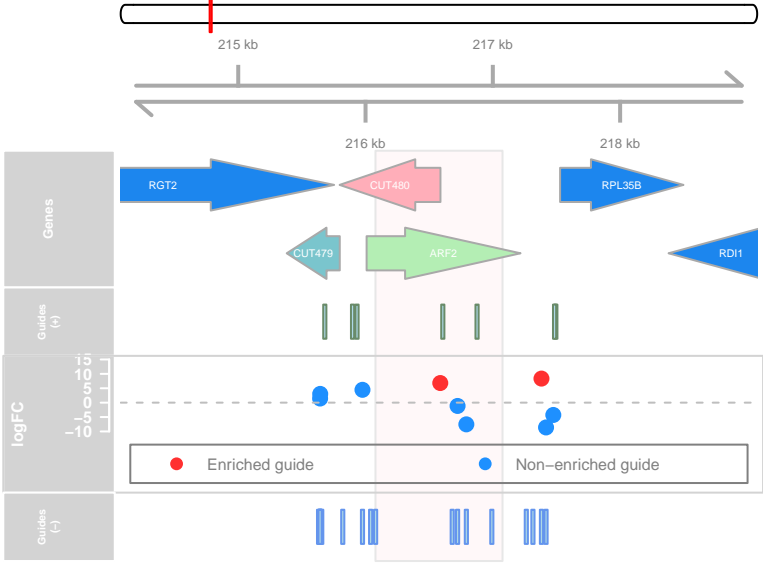

# SUT128 on chr7

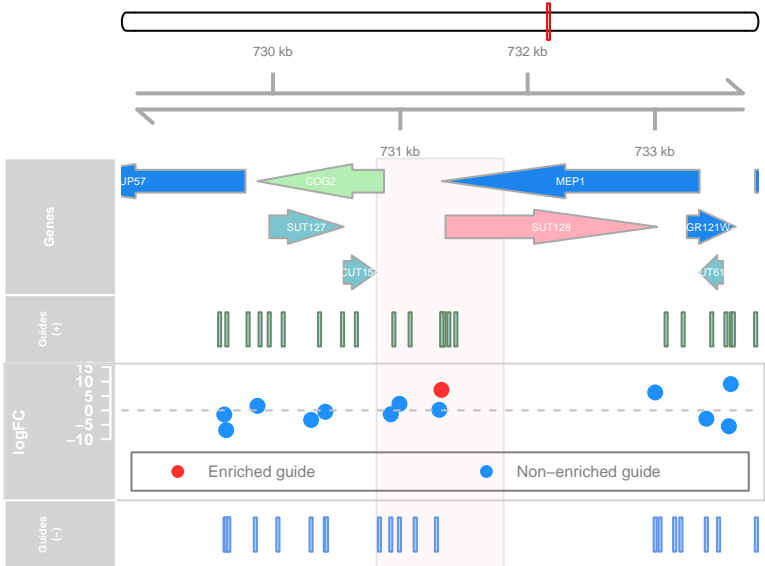

**Supplement:** ESI 2

How the deposited data were processed for this re-analysis (not part of the article)

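Guide amplicons were sequenced from the high and low fluorescence fractions of an early activation screen, of 4 rounds of the main activation screens and of 2 rounds of the main repression screens, each with 2 replicates, giving 28 libraries in 2 tables. The authors demultiplexed the reads with Je, aligned them with BWA to padded guide sequences and summarised them with an R script into the counts of reads per guide that they deposited, without normalization and with replicates kept apart. Versions of these tools are not stated, and no genome build is involved because the guide sequences themselves were the reference. Value columns that were not used numbered 0.

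From the deposited counts, the high and low fractions were compared with edgeR 4.0.16 in R 4.3.3, separately for the early activation, the main activation and the main repression libraries. Guides were kept by filterByExpr with its default settings and the fraction as group, since the paper's text does not name its filter. Factors were computed with the RLE method, dispersions with estimateDisp, and tests with glmFit and glmLRT, with a prior count of 0.125 and Benjamini-Hochberg adjustment, and all libraries of a fraction were taken as replicates, as in the paper's methods. Guides were called enriched at log2 FC > 3 and FDR < 0.05, depleted at log2 FC < -3 and FDR < 0.05, and placed in the wider set at log2 FC > 3 and FDR < 0.3. In the early screen the thresholds were log2 FC > 8 and FDR < 0.1. The standard error of a log2 fold change was its size divided by the square root of the likelihood ratio statistic.

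Depth ranged from 50433 to 3359719 reads per library. The confidence intervals of single shares are 95% Wilson intervals and cover counting error only, since PCR reads without molecular identifiers are not independent molecules. The test was checked on simulated counts for the real guides, with 200 guides changed by a log2 fold change of 5.

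The genes of guides come from the rows of Table S1 used here, 461 from the main activation list and 1995 from the early list, which pair 2278 guides with 1987 features, 486 of them SUTs or CUTs. Symbols were matched by locus tag to the gene table of the R64 assembly, used for names only, and 1449 of the features matched. Guides without a paired feature were tested but carry no gene, so counts of genes are lower bounds. Genes named in the text were fixed by rule before the data were examined. The rule takes every gene, SUT or CUT that the paper's text names as a hit or tested candidate, through the guide with the highest log2 FC among those in the wider set or else the tested guide with the smallest p, the 10 activation and 5 repression guides with the largest log2 FC that were higher in every round, and the 3 guides with the largest share of a high fraction library. Where no guide of a gene was tested, reads and CPM of a paired guide are given without a test, and where Table S1 lists another guide of TOM22 or ARH1, it was looked up as well. The guides looked up for the main activation screens were also looked up in the early screen, which was chosen after seeing the data. YPT52, TFG2, DAP1, TRS20, TLG2, TUP1, TAF5, MNT2, TPO2, INP51, YDR262W and CUT437 were not analysed here.

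The high and low library of a sort replicate were paired by the round and replicate number in the sample labels, and a fit with this pairing as a block was run beside the main one. The other alternatives were edgeR's glmQLFTest, the Wald test of DESeq2 1.42.0, TMM normalization, no filter, CPM above 1 in as many libraries as 1 fraction holds, a prior count of 2, replicates summed within a round, and fits that left out a round or a sort replicate. The 4 settings with library size alone, CPM above 1 in at least 2 libraries, and 20 activation libraries at CPM above 1 or 10 were added after seeing the data. Overlaps were tested with one-sided Fisher's exact tests, pairs of guides for the same gene with 100000 permutations, and the relation with the overexpression assay with exact permutations (40320 orders of 8 genes). GO terms were not tested, because no GO annotation was used here, and the members of 15 terms that Table S2 lists were counted instead. Library sets, filters and normalizations were also compared with the paper's numbers after seeing the data, in 29178 comparisons of library subsets, 190 of filters and 116 fits, and none of them was adopted as a main setting.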

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

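The tests in this part were written before their results were seen, apart from the setting with library size alone, the comparison of splits in the direction with fewer guides, and the replaced factor of an activation library, which were chosen after seeing the data.

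Among the activation libraries, the RLE normalization factor of the high fraction library of round 2 replicate 2 was 1.081, while the next highest of the other 7 high fraction libraries was 0.2557. This library also had the fewest reads of the 8, 205969. With its factor replaced by 0.114, the median of the other high fraction libraries, 836 guides were enriched, among them all 810, and 25 were depleted. Without round 2, which leaves out 4 libraries and changes the tested guides to 1143, 703 were enriched, 614 of them among the 810. A low depth may lie behind the factor, but this was not tested, and no biological explanation was tested, since the 8 libraries are replicates of the same fraction.

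For repression, the high fraction library of round 2 replicate 2 lay apart from the other 3 in 3 measures, which describe the same library and are not independent. Its 10 most abundant guides took 3.998% of the reads, against at most 2.086% in the others. Its effective number of guides, the exponential of the Shannon entropy of the read shares, was 1222, against at least 4432. Its RLE factor was 0.03486, against at least 1.391. Of 20 comparisons of this kind over all groups of libraries, 4 stood out, where about 1 in 20 is expected by chance. Of the 720 enriched guides, 645 had more reads in this library than in any other high fraction library. With its factor replaced by 1.44, the median of the other high fraction libraries, 20 guides were enriched and 1952 depleted. Without this sort replicate, 5 guides were enriched. A higher factor lowers every guide of this library, and 645 of the 720 had more reads there than in any other high fraction library. The drop to 20 was thus to be foreseen. It cannot tell whether the RLE factor or the cells sorted in this replicate make these guides. The values show that most of the enriched guides rest on this sort replicate, and a difference in the sorted cells was not tested.

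The paper's text names no depleted guides, although Table S1 lists negative log2 fold changes for the early screen (953 of the 1995 guides listed for it here, 474 of them at log2 FC < -8 and FDR < 0.1), those of ATG7 and CHS6 among them. Here 39 activation guides were depleted at log2 FC < -3 and FDR < 0.05 in edgeR's likelihood ratio test. Splits were made by swapping high and low labels within sort replicates, so that each split parted every high and low pair of a sort replicate, as the real one does. Of 128 such splits 100 were used, the real one included, and the count was taken in the direction with more guides. All 100 splits gave a count as large as 39, but this says nothing about depletion, since 39 is the smaller of both directions of the real split and was set against the larger direction of the others. In the direction with fewer guides, the others had 31 to 307 guides with a median of 197, and 99 of 100 splits had as many as 39. Among repression guides, 1812 were depleted, and 1 of the 8 splits, the real one, gave as many, with at most 329 in the others, but 8 splits cannot give a share under 0.05. There the smaller direction is the enriched one, with 720 against 0 to 18 in the direction with fewer guides of the others, and 1 of 8 splits as large. With TMM normalization, 112 and 1984 guides were depleted, and with library size alone 276 and 1981. In the early screen, 681 guides were depleted at log2 FC < -8 and FDR < 0.1, against 39 enriched, and 757 at log2 FC < -3, which was not tested further. For activation this shows only that 39 is no excess over other divisions of the libraries, of which 1 had fewer. Those of the repression screens might reflect guides lost with the smaller number of cells in the high fraction, since the libraries of this fraction held fewer guides in 14 of 14 sort replicates at an equal number of reads. No biological explanation was tested for either.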

How the results depend on the processing

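The alternatives were chosen before the data were examined, apart from 4 settings chosen after seeing the data. These were a filter of CPM above 1 in at least 2 libraries, library size alone in place of normalization factors, and all 20 activation libraries, the early ones included, with CPM above 1 or above 10 in at least 2. Counts are compared with the main ones of 810 enriched and 39 depleted guides, 117 SUTs and CUTs, 817 guides and 478 features of the wider set among 1166 tested guides in the activation screens, and 720, 1812, 48, 1735 and 452 among 13403 in the repression screens. A count within 1.5 times of these is not listed, except in the ranges over fits that leave out a round or a sort replicate, which cover all of these fits. For the counts that moved, the cause was not tested, except where a value is given for it.

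Among activation guides, glmQLFTest and a prior count of 2 left every one of these counts within 1.5 times. DESeq2's Wald test gave 281 enriched guides, 55 SUTs and CUTs, and 282 guides and 212 features in the wider set. TMM normalization gave 452 enriched and 112 depleted guides, 69 SUTs and CUTs, and 469 guides and 289 features. Without a filter on low counts, 20411 guides were tested, 1650 were enriched and 140 depleted, with 4340 guides and 875 features in the wider set. A filter of CPM above 1 in as many libraries as 1 fraction holds left 3667 guides, with 1637 enriched, 224 depleted, and 1824 guides and 738 features in the wider set. With the replicate block the counts were 13 enriched, 19 depleted, 2 SUTs and CUTs, and 91 guides and 67 features. Summing replicates 1 and 2 within each round gave 3445 tested, 1276 enriched and 432 depleted guides, and 1832 guides in the wider set. Across the 4 fits that each left out a round, there were 585 to 899 enriched guides, 38 to 121 depleted guides, 81 to 110 SUTs and CUTs, 669 to 995 guides and 389 to 510 features in the wider set, and 1092 to 1618 tested guides.

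Of the settings chosen after seeing the data, CPM above 1 in at least 2 libraries kept 14262 activation guides, with 1983 enriched, 247 depleted, and 3556 guides and 887 features in the wider set. With library size alone, 22 were enriched and 276 depleted, with 3 SUTs and CUTs, and 57 guides and 36 features in the wider set. All 20 activation libraries with CPM above 1 in at least 2 gave 15358 tested, 2097 enriched and 308 depleted guides, and 3956 guides and 1065 features, and with CPM above 10 11218 tested, 2131 enriched and 467 depleted guides, and 3276 guides and 1065 features.

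For the repression screens, a prior count of 2 left the counts within 1.5 times, and glmQLFTest left 3 enriched guides and 1 SUT or CUT. DESeq2's Wald test gave 1424 enriched guides and 101 SUTs and CUTs. TMM normalization gave 105 and 4, with 637 guides and 118 features in the wider set. Without a filter, 23667 guides were tested, 1125 were enriched and 4607 depleted. The replicate block left 0 enriched guides and 0 SUTs and CUTs (10 and 1 past log2 FC > 3 at an unadjusted p under 0.05), and 36 guides and 5 features in the wider set. With replicates summed, 114 guides were enriched and 5325 depleted, with 5 SUTs and CUTs, and 474 guides and 55 features. Across the 4 fits that each left out a sort replicate, there were 5 to 574 enriched guides, 2531 to 3263 depleted guides, 0 to 32 SUTs and CUTs, 48 to 1894 guides and 5 to 488 features in the wider set, and 13515 to 14388 tested guides. The lowest enriched counts came without round 2 replicate 2, where 40 guides and 2 SUTs or CUTs were past log2 FC > 3 at an unadjusted p under 0.05. Of the settings chosen after seeing the data, CPM above 1 in at least 2 libraries gave 20561 tested, 1202 enriched and 5432 depleted guides, and library size alone 14 enriched guides, 0 SUTs and CUTs (3 at an unadjusted p under 0.05), and 78 guides and 10 features in the wider set.

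The 39 enriched guides of the early screen stayed within 1.5 times with TMM normalization and a prior count of 2, and became 212 with DESeq2's Wald test. They became 0 with glmQLFTest, without a filter, with CPM above 1 in 2 libraries and with the replicate block, where 8, 728, 272 and 59 guides, in this order, were past log2 FC > 8 at an unadjusted p under 0.05.

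Some named guides changed direction. PRY2 reached 0.79 with DESeq2, and NMA2 -0.0894 with TMM normalization and -3.65 with library size alone. With 1 round left out, PDI1 in the main screens ranged from -4.41 to 1.44, the latter without round 3. The snR63 guide ranged from -0.0601 without round 4 to 6.91 without round 2, and reached -0.25 with library size alone, where BNA7 was at -0.78. TOM22 reached 3.38 with both settings of 20 libraries. For the repression guides, SUT433 reached -0.40 with TMM, -0.29 with the replicate block, -0.56 to 0.39 with 1 sort replicate left out, lowest without round 2 replicate 1, and -0.35 with library size alone. CUT361 reached -3.27 with the block and ranged from -3.47 without round 1 replicate 2 to 1.25 without round 2 replicate 1. HDA2 was at -9.70 and depleted without round 1 replicate 1. It reached 0.40, 0.51 and 0.43 without round 1 replicate 2, round 2 replicate 1 and round 2 replicate 2. Of all results for named guides under alternatives, 364 kept their direction and side of the threshold, 61 became weaker, 6 stronger and 18 reversed. Of the latter, 4 came with library size alone (NMA2, snR63, BNA7 and SUT433), which lowers all guides because the factors of the high fraction lie under those of the low fraction, so these 4 were to be foreseen and say nothing about the guides. Without this setting, 345 kept both, 57 became weaker, 4 stronger and 14 reversed. Pairs of guides for the same gene that were both enriched numbered 8 in the activation screens, under the 9.23 expected, and above the 7.28 expected when enrichment came from glmQLFTest (one-sided permutation test, p = 0.448). These activation pairs were counted at FDR < 0.05 and the repression pairs at FDR < 0.3, as set before the data were examined, because few pass 0.05 there. At FDR < 0.3 repression had 10 pairs, against 10.3 expected, and against 9.47 when labels were permuted within 10 bins of mean abundance (one-sided permutation test, p = 0.487). At FDR < 0.05 it had 1 pair, against 1.25 expected (one-sided permutation test, p = 0.717). None of these tests passed 0.05. The activation screens had 21 such pairs, with 413 of 623 guides enriched in the main fit, so their tests had little room to show an excess.

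The GO alternatives were not run, because no GO annotation was used here. The number of genes represented under other filters was not computed, because most guides have no paired gene. The correlation with the overexpression assay was not computed with the main filter, since 4 of 11 assayed genes had a tested guide. In the early screen, leaving out a replicate left 1 library against 1, so log2 fold changes were computed without a call. In simulated counts with a log2 fold change of 5 and a dispersion of 0.1, the test called 100 of 100 raised and 100 of 100 lowered guides in each screen. At the dispersions estimated here it called 81 raised and 67 lowered guides in the activation screens, 0 and 1 in the repression screens, and 0 and 0 in the early screen. It also called 8 unchanged guides in the activation screens and 0 in the others. A simulated change of that size was thus mostly missed in the repression and early screens. Apart from the changed guides, the simulated libraries of a screen shared the same guide proportions and 1 dispersion. The real libraries differ more, with unequal RLE factors, so the power on the real counts cannot be read from this.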

Differences from the paper's values

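The paper's text does not name the filter behind its values, and edgeR's filterByExpr was used here. Counts were taken as different beyond 1.5 times, and log2 fold changes beyond the standard error found here.

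The paper's Table S1 lists 11217 guides for the activation screens as counted here, and its text gives 11218. A total of 1166 guides passed the filter here. None of the alternatives set before the data were examined came within 1.5 times. Chosen after seeing the data, CPM above 1 in at least 2 libraries gave 14262, all 20 activation libraries with CPM above 1 in at least 2 gave 15358, and with CPM above 10 exactly 11218. For the repression screens, the paper gives 20561 and 13403 passed here. Of the alternatives set before, no filter (23667), CPM above 1 in as many libraries as 1 fraction holds (15188), summed replicates (18560), and the fits without round 1 replicate 2 (13820), round 2 replicate 1 (14388) and round 2 replicate 2 (14354) came within 1.5 times, and the replicate block and the fit without round 1 replicate 1 did not. CPM above 1 in at least 2 libraries, chosen after seeing the data, gave exactly 20561.

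The paper reports 311 enriched guides in the activation screens, and 810 were found here. DESeq2's Wald test (281) and TMM normalization (452) came within 1.5 times, and the other alternatives set before did not. The paper's 34 enriched guides in the repression screens compare with 720 here, and no alternative came within 1.5 times. For SUTs and CUTs the paper's counts are 71 and 8, against 117 and 48 here. For activation, glmQLFTest (104), DESeq2 (55), TMM (69), no filter (104) and the fits without round 2 (104), round 4 (92) and round 5 (81) came within 1.5 times, and in the repression screens none did.

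Log2 fold changes of 7 named guides differed from the paper's Table S1 by more than the standard error. The paper's value is 10.59 for ATG33 and 10.60 for CUT858, against 14.77 and 14.92 here, and no alternative closed the gap. For YOR238W the paper's is 10.02 against 12.57 here, and DESeq2 (8.32), TMM (11.97), summed replicates (11.74) and the fit without round 5 (8.80) came within the error, as did both settings of 20 libraries, chosen after seeing the data (12.39). For SPP1 it is 8.72 against 12.39, and DESeq2 (8.62) and the replicate block (7.61) came within the error, as did library size alone, chosen after seeing the data (7.35). For IRC21 it is 8.79 against 11.80, with 10.83 from summed replicates. For MFA1 it is 8.23 against 10.97, with DESeq2 (8.38), TMM (10.48), summed replicates (9.92), the fit without round 5 (8.91) and both settings of 20 libraries, chosen after seeing the data (10.50), within the error. For TRX3 it is 7.58 against 9.93, with TMM (9.42), summed replicates (9.63) and both settings of 20 libraries, chosen after seeing the data (9.70), within the error. Alternatives not named for a guide stayed outside it.

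The paper names as hits genes whose guides were not called in the main activation screens here. Of 33 guides looked up for genes, SUTs and CUTs it names for the activation screens, 9 were tested and 4 were enriched, for ATG10, ATG33, ARH1 and BNA7. Without a filter 25 were enriched, with CPM above 1 in as many libraries as 1 fraction holds 18, with summed replicates 12 and with the replicate block 0. Without round 2, SUT428 was enriched beside ATG10, ATG33, ARH1 and BNA7. Without round 3, the enriched guides were those of ATG33, CHS6 and ARH1. Without round 4 they were those of ATG10, ARH1 and SUT428, and without round 5 those of ATG33 and ARH1. With glmQLFTest and with TMM normalization, BNA7 was no longer enriched. No filter called COX18, PET122, TOM22 and ARH1 by the guides of Table S1, TRE1, SRN2, YOS1, ERV46, CHS5, CHS6, MDH1, SCD6, COQ10, COQ2, ENO2, ALP1, GMH1, SUT074, SUT428, CUT727, CUT586, CUT480 and CUT276. CPM above 1 in as many libraries as 1 fraction holds called PET122, TOM22 by that guide, TRE1, SRN2, YOS1, ERV46, CHS5, CHS6, MDH1, SCD6, ALP1, GMH1, SUT428, CUT586 and CUT480 of these, and summed replicates TOM22 by that guide, TRE1, SRN2, YOS1, ERV46, CHS5, SCD6, SUT428 and CUT586. Chosen after seeing the data, CPM above 1 in at least 2 libraries called 26 and both settings of 20 libraries 28, VPS27 included, while library size alone called ATG33. The guides for PRY2, ATG7, NMA2 and PDI1 and the tested TOM22 guide were not enriched in the main activation screens under any setting. The paper also takes genes from the early screen, so the same 33 guides were looked up there, which was chosen after seeing the data. Of these, 15 were tested and 6 were enriched, for VPS27, BNA7, NMA2, PDI1, PRY2 and SUT428, all of them enriched in Table S1 for that screen as well. CHS6 and ATG7 were depleted there, at log2 fold changes of -9.02 and -10.41 with 0 high fraction reads each. The other 7 tested guides were neither, with log2 fold changes of 9.84 for ERV46, 7.57 for SCD6, 5.67 for TOM22, 5.29 for CUT480, 5.12 for ATG10, 2.25 for CHS5 and -1.74 for ARH1. TMM normalization and a prior count of 2 called the same 6, DESeq2 also ERV46, and glmQLFTest, no filter, CPM above 1 in 2 libraries and the replicate block none of them. ATG7 and the tested TOM22 guide were not enriched in the early screen under these settings. Among guides not tested there, MDH1 had 1503 high and 1 low fraction reads, SUT074 1208 and 3, and CUT276 1119 and 0. YOS1 had 471 and 0, CUT586 249 and 1, and COX18 70 and 1. The reads of SRN2 (0 and 187), TRE1 (1 and 171) and ATG33 (0 and 139) lay in the low fraction instead. The paper names TAF9, CUT361 and SUT433 for the repression screens, and HDA2 as a positive control of its deletion assay. The 1 guide paired with each here was not enriched under any setting. These pairs come from lists of the activation screens, and any other guides of these features were not looked up. The guides behind the paper's repression calls may therefore be others. Of the 311 guides that Table S1 lists as enriched, 150 were enriched here and 160 did not pass the filter. The number was 148 with glmQLFTest, 121 with DESeq2, 127 with TMM, 232 without a filter, 224 with CPM above 1 in as many libraries as 1 fraction holds, 150 with a prior count of 2, 12 with the replicate block, 182 with summed replicates and 127 to 152 with a round left out. Chosen after seeing the data, library size alone gave 12, CPM above 1 in at least 2 libraries 248, and the 20 libraries 274 with CPM above 1 and 294 with CPM above 10.

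After the data had been seen, library sets, filters and normalizations were compared with the paper's numbers, and none of these settings was adopted. Of 29178 comparisons of library subsets, 3 gave exactly 11218, namely sort replicates 1 of rounds 2 and 3 and both of round 5 with CPM above 1 in at least 2, and 2 sets of the 20 libraries with CPM above 1 in at least 3. One of these sets left out the low library of round 5 replicate 1 and the high libraries of round 3 replicate 1 and round 4 replicate 1. The other left out the low library of round 2 replicate 2, the high library of round 5 replicate 2, the early low library of replicate 2 and the early high library of replicate 1. Of 190 filters, 1 gave 11218, CPM above 10 in at least 2 of the 20 libraries. Of 116 fits, 113 could be made, and 17 of 104 activation fits came within 1.5 times of the paper's 311, none exactly. Without normalization factors these were the 4 sort replicates named first (268), the 16 main libraries (461) and the 20 libraries (411) with CPM above 1 in at least 4, and summed replicates with CPM above 1 in at least 3 (366). With RLE factors and CPM above 1 in at least 2 or 3, they were rounds 2 and 4 (366 and 413), rounds 2 and 5 (225 in at least 2), and rounds 4 and 5 (272 in at least 3). With the early screen added, they were rounds 2 and 4 (447 and 367), rounds 2 and 5 (280 and 211), rounds 3 and 4 (354 and 342), rounds 3 and 5 (280 in at least 2), and rounds 4 and 5 (372 and 277). Of 8 repression fits, 1 came within 1.5 times of the paper's 34, CPM above 1 in at least 2 without normalization factors (48). All of these settings were chosen after seeing the data, and the search went on once after it had been closed.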

Other observations

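Of the tests in this part, the share of enriched guides with library size alone, the rank correlation of replicates, the concentration of reads in a library, the overlap of both main screens, the directions with the RLE factors applied and the comparison with the averages of Table S1 were chosen only after the result was seen.

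In the activation screens, 810 guides were enriched, against 297 to 771 with a median of 426 in the other splits of the same libraries, which swapped high and low within sort replicates and so parted every pair as the real one does. Of 100 splits drawn from 128, 1, the real one, gave a count as large. For SUTs and CUTs it was 117 against 39 to 112, and for features of the wider set 478 against 182 to 457, with 1 of 100 splits as large in each. For repression the counts were 720 against 0 to 329 (median 194), 48 against 0 to 10 and 452 against 287 to 343, each with 1 of 8 splits as large, which cannot give a share under 0.05. The other splits of the activation libraries thus gave at least 297 enriched guides with mixed labels, which is consistent with a test that calls guides found in few libraries.

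With the RLE factors, 95.4% of the guides called in the activation screens were enriched rather than depleted. The share was 80.1% with TMM normalization, 87.0% with DESeq2, 40.6% with the replicate block, and 7.38% with library size alone. The repression screens had 28.4%, 5.03%, 41.1%, 0% and 0.702%, in this order. The RLE factors lay between 0.03044 and 1.081 in the high and between 3.117 and 10.58 in the low fraction of the activation screens. Since every factor of the high fraction lies under every factor of the low fraction there, leaving the factors out moves all activation guides down, so the 7.38% was to be foreseen and does not show that the factors make the excess of enriched over depleted guides. The replicate block kept the RLE factors and removed the excess, with 13 enriched and 19 depleted guides. The source of the excess was not found.

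Of the 810 enriched activation guides, 446 (55.1%) were higher in the high fraction in at most 50% of the 8 sort replicates with the RLE factors applied, 16 in 1 or none, and 13 in all 8. By share of reads it was 787 (97.2%), 258 and 0, but shares leave out the factors, which lie lower in all high than in all low fraction libraries, so that part of this was to be foreseen. For repression it was 413 of 720 (57.4%) in at most 50% of 4 sort replicates with the factors, and 457 (63.5%) by share. A candidate explanation is that the reads of a guide sit in 1 library, and 95.6% of the enriched activation guides had over 50% of their high fraction reads in 1 library. Few cells behind each high fraction library might make the replicates of a round differ. The rank correlation of replicates 1 and 2 across guides was lower in the high than in the low fraction in 5 of 7 rounds of all screens, from 0.016 to 0.377 in the high and 0.16 to 0.687 in the low fraction, so this explanation did not hold in every round. Guides are not independent replicates.

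The high fraction libraries detected fewer guides than the low fraction libraries of the same sort replicate. With both drawn down to the same number of reads, this remained in 14 of 14 sort replicates, with 1.75 to 3.08 times as many guides in the low fraction, so library size does not account for it. Sorting takes a small share of droplets into the high fraction, and no biological explanation was tested.

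If a technical effect of a guide, such as its amplification, were shared by both libraries, the same guides could be enriched in the activation and the repression screens. Of 1158 guides tested in both, 64 were enriched in both, against 67.96 expected by chance (one-sided Fisher's exact test, p = 0.846), and the log2 fold changes had a Spearman correlation of -0.00324 across guides. Among 600 genes with a tested guide in both screens, 137 were in both wider sets, against 139.7 expected (one-sided Fisher's exact test, p = 0.726), and guides for the same gene were not enriched together more often than by chance in either screen (activation at FDR < 0.05, 8 pairs against 9.23 expected, permutation p = 0.767, and repression at FDR < 0.3, 10 against 10.3, permutation p = 0.576). The pairs were taken from guides of the early list, 21 pairs in activation and 208 in repression. With 413 of 623 activation guides enriched, 21 pairs left little room to show an excess.

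Without a filter on low counts, a setting added after the data were seen because 4 of 11 assayed genes had a tested guide with the main filter, 8 genes could be set against the paper's total amylase at 4 h after overexpression. Across these genes Pearson's r was -0.417 (exact permutation test, two-sided, p = 0.305, adjusted for 4 relations 0.61) and Spearman's rho -0.575 (exact permutation p = 0.143). Without the 2 genes farthest from the median, r was 0.0338. At 24 h and 48 h r was -0.226 and -0.485 (exact permutation p = 0.607 and 0.224), and with the mean log2 fold change of a gene's guides 0.0964 at 4 h (exact permutation p = 0.838).

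The average abundance that Table S1 gives for 461 guides was compared with averages over 2 sets of libraries. It differed by 0.00401 log2 CPM on average from all 20 activation libraries, the early ones included, with CPM above 10 in at least 2 libraries, and by 0.457 from the 16 main libraries. The averages may therefore include the early libraries, but the fit of these 20 libraries gave 2131 enriched guides against the paper's 311, and the likelihood ratio had a Spearman correlation of 0.211 with that of Table S1 across guides, while log2 fold changes had a Pearson correlation of 0.984 and differed by 0.985 on average, so the test behind the paper's values cannot be told from these numbers. This setting was found by comparison with the paper's numbers and was not adopted.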
